# SMYD5 regulates H4K20me3-marked heterochromatin to safeguard ES cell self-renewal and prevent spurious differentiation

**DOI:** 10.1186/s13072-017-0115-7

**Published:** 2017-02-23

**Authors:** Benjamin L. Kidder, Gangqing Hu, Kairong Cui, Keji Zhao

**Keywords:** Embryonic stem cells, SMYD5, H4K20me3, Repetitive DNA, LTR, LINE, Pluripotent, Epigenetics, Chromatin, Heterochromatin, Genomics, RNA-Seq, ChIP-Seq, Self-renewal, Gene expression, Embryoid body, Differentiation, Histone methyltransferase

## Abstract

**Background:**

Epigenetic regulation of chromatin states is thought to control the self-renewal and differentiation of embryonic stem (ES) cells. However, the roles of repressive histone modifications such as trimethylated histone 4 lysine 20 (H4K20me3) in pluripotency and development are largely unknown.

**Results:**

Here, we show that the histone lysine methyltransferase SMYD5 mediates H4K20me3 at heterochromatin regions. Depletion of SMYD5 leads to compromised self-renewal, including dysregulated expression of OCT4 targets, and perturbed differentiation. SMYD5-bound regions are enriched with repetitive DNA elements. Knockdown of SMYD5 results in a global decrease of H4K20me3 levels, a redistribution of heterochromatin constituents including H3K9me3/2, G9a, and HP1α, and de-repression of endogenous retroelements. A loss of SMYD5-dependent silencing of heterochromatin nearby genic regions leads to upregulated expression of lineage-specific genes, thus contributing to the decreased self-renewal and perturbed differentiation of SMYD5-depleted ES cells.

**Conclusions:**

Altogether, these findings implicate a role for SMYD5 in regulating ES cell self-renewal and H4K20me3-marked heterochromatin.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-017-0115-7) contains supplementary material, which is available to authorized users.

## Background

Compared to the extensive studies on active histone modifications, limited investigations have been performed on heterochromatic markers. Heterochromatic domains are generally inaccessible to DNA binding factors and transcriptionally silent [1]. Large regions of heterochromatin can be found around chromosomal structures such as centromeres and telomeres, while smaller domains are interspersed throughout the genome [2]. Heterochromatin plays a critical role in gene expression during development and differentiation [3] and is also involved in maintaining genome integrity by stabilizing repetitive DNA sequences throughout the genome by inhibiting recombination between homologous DNA repeats [4]. Heterochromatin is associated with H3K9 and H4K20 methylation. ESET/Setdb1 and LSD1, which control the methylation status of H3 lysine 9, are important for silencing of endogenous retroviruses (ERVs) in ES cells and during early embryogenesis [5, 6], suggesting critical roles of H3K9 methylation in ES cells. However, it remains unclear how H4K20me3 is regulated and how it contributes to the repression of endogenous retroelements in ES cells.

H4K20 methylation marks, which are evolutionarily conserved from yeast (*S. pombe*) to humans [7], have been implicated in having diverse cellular functions including the formation of heterochromatin, gene regulation and repression of transcription [8], DNA damage repair [9, 10], DNA replication [11], chromosome condensation [12], and genome stability [10, 13]. Although H4K20me1 is found in active genes [14, 15], H4K20me3 is associated with the formation of pericentric hetereochromatin by sequential methylation of H4K20me1 and H4K20me2 by Suv420h1 or Suv420h2, respectively [10, 16]. H4K20me3 marks repress transcription of repetitive elements [10, 17, 18]. SMYD5 has recently been shown to be a histone methyltransferase that mediates H4K20me3 modification in Drosophila and mouse primary macrophage cells [19]. However, the role of SMYD5 in mouse development, ES cell self-renewal and differentiation, and regulation of heterochromatin has not been fully elucidated.

In this study, we show that the H4K20me3 methyltransferase, SMYD5, targets H4K20me3 in heterochromatin regions containing retroelements and facilitates HP1α binding. Our results suggest that SMYD5 represses lineage-specific genes and thus contributes to the maintenance of ES cell lineage.

## Results

### SMYD5 regulates ES cell self-renewal

Using RNA-Seq assays, we found that SMYD5 is highly expressed in ES cells and downregulated upon differentiation (see Additional file 1: Figure S1A) [20]. To study the role of SMYD5 in ES cell function, we knocked down *Smyd5* with lentiviral particles encoding three different short hairpin RNAs (shRNAs) (see Additional file 1: Figure S1B). Depletion of SMYD5 resulted in a loss of normal ES cell colony morphology (see Additional file 1: Figure S1C**)**, where shSmyd5 ES cell colonies became flattened and lost their tight cell–cell contact and became scattered at the colony periphery. The severity of phenotypes correlated with the knockdown efficiency (see Additional file 1: Figure S1C). To confirm the specificity of the shRNA sequences, we performed a rescue experiment by overexpressing an shRNA-resistant version of wild-type (WT) SMYD5 or an shRNA-resistant enzymatically mutant version of SMYD5 (H315L and C317A) [19]. Our results show that control ES cells (short hairpin luciferase—shLuc and shLuc + WT) maintained their colony morphology and overexpression of wild-type SMYD5 in short hairpin Smyd5 (shSmyd5) ES cells (shSmyd5 + WT) restored the 3D colony morphology of the majority of colonies to an ESC-like phenotype (Fig. 1a, b). While 99% of shLuc ES cell colonies exhibited an ESC-like morphology, only 11% of shSmyd5 ES cells remained intact (Fig. 1a, b). However, 70% of shSmyd5 ES cells overexpressing wild-type SMYD5 displayed an ESC-like morphology (Fig. 1b). In addition, while overexpression of mutant SMYD5 decreased the number of intact ESC-like colonies in shLuc ES cells (shLuc + mut) (Fig. 1a, b), the number of intact shSmyd5 ES cells (shSmyd5 + mut) did not significantly change, demonstrating that SMYD5 is important for ES cell self-renewal. Moreover, alkaline phosphatase (AP) staining, a marker of undifferentiated ES cells, was mostly absent in shSmyd5 ES cells or shSmyd5 ES cell colonies overexpressing mutant SMYD5 relative to control (shLuc) ES cells (Fig. 1c, d). However, AP staining was restored in 80% of shSmyd5 ES cells overexpressing wild-type SMYD5, further demonstrating that SMYD5 is important for ES cell self-renewal. In addition, we observed wild-type levels of SMYD5 expression in shSmyd5 ES cells overexpressing wild-type SMYD5 (Fig. 1e).

**Fig. 1:**
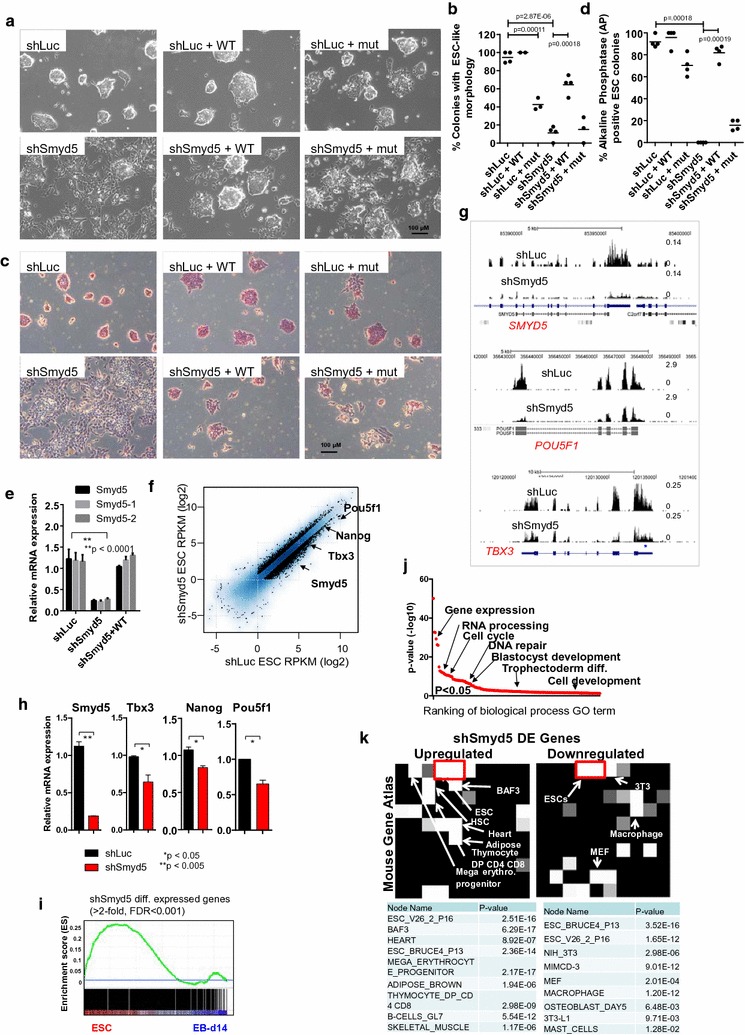
SMYD5 regulates ES cell self-renewal. **a** Bright-field microscopy of ES cells infected with shLuc or shSmyd5 lentiviral particles and wild-type (WT) SMYD5 or an enzymatically mutant (mut) version of SMYD5 (H315L and C317A) lentiviral particles and stably selected with puromycin and G418. **b** ES cell colonies were scored by morphology. The percentage of colonies with an ES-like morphology (compact and round vs. flattened) are represented as mean ± SEM. *P* values were calculated using a *t* test. **c** Alkaline phosphatase (AP) staining of ES cells. **d** ES cells were scored by AP staining. The percentage of AP positive colonies is represented as mean ± SEM. *p* values were calculated using a *t* test. **e** Quantitative RT-PCR (Q-RT-PCR) expression of SMYD5 using primers for three different regions of the SMYD5 coding region. **f** Scatter plot of RNA sequencing (RNA-Seq) gene expression analysis between shLuc and shSmyd5 ES cells. Log2 adjusted differentially expressed genes are plotted. Genes whose expression is greater than twofold (shLuc vs shSmyd5) and with an RPKM > 1 (reads per kilo bases of exon model per million reads) and FDR < 0.001 are shown in *black*. **g** UCSC genome browser view of differential expression of self-renewal genes in shSmyd5 and shLuc control ES cells. **h** Q-RT-PCR analysis of expression of Smyd5 and self-renewal genes in shLuc and shSmyd5 ES cells. **i** Gene set enrichment analysis (GSEA) [22] of differentially expressed genes in Smyd5 knockdown ES cells relative to undifferentiated and differentiated embryoid bodies (EBs). **j** Gene ontology (GO) functional annotation of differentially expressed genes analyzed using DAVID [23]. **k** Mouse gene atlas expression analysis evaluated using Network2Canvas [66] demonstrates that lineage and ES cell genes are misexpressed in shSmyd5 ES cells. Each node (*square*) represents a gene list (shLuc vs shSmyd5 DE genes) associated with a gene-set library (mouse gene atlas). The brightness (*white*) of each node is determined by its *p* value

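The ES cell libraries were made from polyA RNA of R1 mouse ES cells that carried an shRNA against luciferase (shLuc, the control) or against Smyd5 (shSmyd5). There was 1 library per condition, so none of the differences between them has a replicate check. The authors mapped the reads to mm9 and listed, for each RefSeq transcript, its reads and its RPKM (reads scaled to transcript length and library size). For each gene the transcript with the most reads over the 10 libraries of the study was kept, which gave 22878 genes. The shLuc library held 3895537 reads in these genes and the shSmyd5 library 26283013, and 7827 and 6293 genes had 0 reads. Folds are shSmyd5 over shLuc after 0.1 was added to each RPKM, on the log2 scale, over the 9329 genes with an RPKM of at least 3 in 1 or both libraries. The 95% interval beside a fold comes from the exact binomial distribution of the reads of the 2 libraries. It covers counting error only, and it compares those libraries, not the conditions. Smyd5 itself, on chromosome 6 from 85381983 to 85396429 of mm9 (the build of all coordinates given here), had an RPKM of 29.7 in shLuc and 4.51 in shSmyd5 ES cells, a log2 fold of -2.69 (-2.92 to -2.52). Folds between the 2 libraries also followed base composition. Across 8905 genes with a known transcript sequence, which are not independent replicates, the rank correlation of fold with GC content was -0.676. The median log2 fold went from 0.64 in the lowest of 10 groups of genes ordered by GC content (median GC 40.6%) to -0.86 in the highest (60.1%).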

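The pluripotency regulators Pou5f1, Tbx3 and Nanog were lower in shSmyd5 ES cells, by different amounts. Pou5f1, which encodes the core pluripotency factor OCT4 (chromosome 17 from 35642982 to 35647721), had an RPKM of 929.8 in shLuc and 329 in shSmyd5 ES cells, a log2 fold of -1.497 (-1.54 to -1.46). Its second listed transcript had a log2 fold of -1.09. Tbx3, a T-box transcription factor of self-renewal (chromosome 5 from 120120678 to 120134733), had 71.8 and 29.8, a log2 fold of -1.27 (-1.34 to -1.19). Nanog, a homeobox factor of the same network (chromosome 6 from 122657507 to 122664651), had 238 and 184, a log2 fold of -0.37 (-0.44 to -0.30), which is under 1.5-fold. Freed of the trend of fold on GC content and transcript length, the log2 folds were -1.05 for Pou5f1, -0.82 for Tbx3 and -0.91 for Nanog. Among genes with an RPKM of at least 10, the lowest folds belonged to Peg10, an imprinted gene derived from a retrotransposon (-3.01, -3.32 to -2.90), and Aqp3, a channel for water and glycerol (-2.81, -3.18 to -2.55), followed by Smyd5. Lefty2, an inhibitor of Nodal signaling, was also among the 10 lowest (-2.46, -2.65 to -2.31), with Rhbdd3, Sema6c, Metrn, Fbxl19, Exoc3l and Hspbp1 at log2 folds from -2.56 to -2.35. The highest folds belonged to Pcbd2, with 10 reads in the shLuc library (1.958, 1.09 to 3.07), Uqcrb, a subunit of mitochondrial complex III (1.82, 1.47 to 2.20), Med21, a Mediator subunit (1.76, 1.40 to 2.15), and the metallothionein Mt1 (1.75, 1.67 to 1.84), which had an RPKM of 351 in shLuc and 1183 in shSmyd5 ES cells. Apool, Zcrb1, Rpl22l1, Uchl4, Pfdn4 and Rpl39 completed the 10 highest, at log2 folds from 1.73 to 1.62. In all, 1473 of the 9329 genes differed at least 2-fold, 422 higher and 1051 lower in shSmyd5 ES cells, and 3990 differed at least 1.5-fold, 1621 higher and 2369 lower. The median GC content was 43.2% for the genes at least 2-fold higher, 57.5% for those at least 2-fold lower and 50.7% for all. Of the 1473 genes, 35 passed (1 higher, 34 lower) when an edgeR exact test with an assumed biological coefficient of variation of 0.2 (adjusted p threshold 0.001) was also required. Folds freed of the trend, a step chosen after the data were seen, gave 428 genes at 2-fold (104 higher, 324 lower), with no such test. How many genes pass a test depends on the spread assumed. With an exact binomial test of the reads, which covers counting error only, most of the 1473 genes passed.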

By comparing the global gene expression profiles of shSmyd5 and shLuc ES cells using RNA-Seq, we found 1616 genes differentially expressed (DE) at least twofold, and 4235 genes differentially expressed (DE) at least 1.5 fold, including the pluripotency regulators Oct4/*Pou5f1*, *Nanog*, and *Tbx3* (Fig. 1f), as exemplified by the UCSC genome browser tracks (Fig. 1g). Genes differentially expressed at least 1.5 fold were used for downstream analyses. Moreover, several stem cell genes, including *Esrrb* and *Tbx3*, were downregulated in *Smyd5* knockdown ES cells. 

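Esrrb, an orphan nuclear receptor of the self-renewal network (chromosome 12 from 87702067 to 87862578), had an RPKM of 290.3 in shLuc and 166 in shSmyd5 ES cells, a log2 fold of -0.80 (-0.84 to -0.76). Of 25 genes of the pluripotency network, a list fixed before the data were examined, 6 were at least 1.5-fold lower in shSmyd5 ES cells, 3 were at least 1.5-fold higher and 16 lay between. Beside Pou5f1, Tbx3 and Esrrb, the lower genes included Klf2, a Krüppel-like factor (-0.84, -0.90 to -0.78), and Sox2, the partner of OCT4 (-0.64, -0.70 to -0.59). Dppa3 and Dppa2, germ cell and early embryo factors that ES cells express, were higher, at 1.36 (0.93 to 1.84) and 0.80 (0.61 to 0.99). The list's median log2 fold was -0.35 (95% bootstrap interval over its genes -0.53 to 0.05), at percentile 0.690 of 10000 random lists matched on expression, a place that describes these 2 libraries. Freed of the GC and length trend, the median was -0.22 (-0.50 to 0.13), with Esrrb at -0.30, Klf2 at 0.01 and Dppa3 at 0.47.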

Because ESRRB and TBX3 occupy promoter regions of other stem cell genes, including *Oct4* and *Nanog*, a reduction in their expression may further influence the self-renewal state of *Smyd5* knockdown ES cells. We confirmed the expression of several self-renewal genes using Q-RT-PCR (Fig. 1h). We then compared these DE genes with global expression data from ES cells and embryoid body (EB) differentiated cells [20], which emulates early embryo development [21] (see “Methods”), using gene set enrichment analysis (GSEA) [22]. This analysis shows that differentially expressed genes are enriched in ES cells (Fig. 1i), suggesting that a loss of SMYD5 impacts ES cell function. Moreover, DAVID [23] gene ontology (GO) terms enriched in DE genes include gene expression, cell cycle, RNA processing, DNA repair, blastocyst development, trophectoderm differentiation, and cell development (Fig. 1j). 

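Genes of the cell cycle, DNA repair, RNA processing and the ribosome went both ways in shSmyd5 ES cells. Of 34 cell cycle genes, 11 were at least 1.5-fold lower, 6 at least 1.5-fold higher and 17 between. The G1 cyclins Ccnd3 and Ccnd2 had log2 folds of -1.59 (-1.66 to -1.52) and -1.79 (-2.17 to -1.56), the replicative helicase subunit Mcm2 -1.38 (-1.46 to -1.31), and the S phase cyclin Ccne2 was higher at 1.12 (0.65 to 1.72). Of 29 DNA repair genes, 5 were lower and 5 higher, among them Ercc2, a helicase of nucleotide excision repair (-1.46, -1.62 to -1.32), and the uracil glycosylase Ung (-1.06, -1.17 to -0.95). Of 31 RNA processing genes, 3 were lower, such as the splicing factor U2af2 (-1.09, -1.18 to -1.01), and 5 higher, such as Snrpe and Snrpd1, core proteins of the spliceosomal snRNPs (1.04 and 0.89). Of 34 ribosomal protein genes, 13 were higher and 4 lower, with Rps24 at 1.26 (1.17 to 1.36) and Rps14 at -1.46 (-1.54 to -1.39). Of 4 trophoblast genes with an RPKM of at least 3, the keratin gene Krt8 (-1.58, -2.03 to -1.19) and Tead4, a transcription factor of the trophectoderm (-1.02, -1.31 to -0.75), were lower and 2 lay between. The median log2 fold was -0.14 (-0.49 to 0.09) for cell cycle, -0.01 (-0.14 to 0.25) for DNA repair, 0.15 (-0.16 to 0.34) for RNA processing, -0.09 (-1.02 to 0.08) for trophoblast and 0.43 (0.12 to 0.72) for ribosomal protein genes. The percentiles among random lists were 11.4, 61.0, 76.9, 48.6 and 98.3 in the same order. Freed of the GC and length trend, the median of the ribosomal protein genes was -0.06 (-0.21 to 0.21) and that of the RNA processing genes -0.19 (-0.25 to -0.08). The lists are not the GO terms of Fig. 1j, and no enrichment was tested.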

We also found that expression of many of the DE genes between shLuc and shSmyd5 ES cells is not only enriched in ES cells (Fig. 1k), but expression of many upregulated genes in shSmyd5 ES cells is also enriched in committed lineages, suggesting that expression of both lineage genes and ES cell regulators is impacted by depleting SMYD5. These results implicate a role for SMYD5 in repressing expression of lineage-specific genes in ES cells.

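Few genes of committed lineages reached an RPKM of 3 in either ES cell library. Among those that did, more were lower than higher in shSmyd5 ES cells. Of 8 primitive and visceral endoderm genes, 4 were at least 1.5-fold lower and 1 higher. Col4a1, a basement membrane collagen, had a log2 fold of -1.93 (-2.28 to -1.75), the iron carrier Trf -1.07 (-1.36 to -0.80), and the apolipoprotein Apoa2 0.79 (0.35 to 1.26). Of 7 neural genes, 3 were lower and 0 higher, with the neuronal tubulin Tubb3 at -1.54 (-1.69 to -1.40) and the transcription factor Sox21 at -1.52 (-2.02 to -1.18). Of 10 genes of the primed epiblast, the state that follows implantation, 5 were lower, such as Sox3 (-1.92, -2.52 to -1.49) and Foxd3 (-1.33, -1.53 to -1.16), and 2 higher, such as Lef1, a transcription factor of Wnt signaling (0.98, 0.51 to 1.55). Of 7 Wnt target genes, 4 were lower, among them the Wnt inhibitor Notum (-1.94, -2.23 to -1.70) and the homeobox gene Cdx1 (-1.84, -2.08 to -1.63), and 1 was higher. Of 3 endothelial genes, 2 were lower, such as the TGF-beta co-receptor Eng (-1.004, -1.21 to -0.81). The cardiac list and the list of erythroid and blood genes had 0 members at an RPKM of 3. The median log2 fold was -0.71 (-1.59 to -0.28) for endoderm genes (percentile 1.58), -0.66 (-1.25 to 0.24) for primed epiblast genes (1.80), -0.69 (-1.84 to 0.45) for Wnt targets (2.16) and -0.48 (-1.26 to 0.33) for neural genes (7.95). Freed of the GC and length trend, the medians were -0.27 (-0.77 to 0.05) for endoderm, -0.01 (-0.34 to 0.47) for primed epiblast, -0.29 (-0.97 to 0.91) for Wnt target and -0.10 (-0.76 to 0.39) for neural genes. The paper finds that many genes upregulated in shSmyd5 ES cells are typical of committed lineages in a mouse gene atlas (Fig. 1k). From this it proposes that SMYD5 helps to keep lineage-specific genes silent in ES cells. The lists used here are not the gene sets of that atlas.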

Because *Pou5f1* and *Nanog* are downregulated in shSmyd5 ES cells, we compared genes bound by OCT4, SOX2, and NANOG in ES cells [24] and genes misexpressed in shSmyd5 ES cells. We found that 34% of the DE genes are bound by OCT4 in ES cells (Fig. 2a), and OCT4, SOX2, and NANOG also co-occupied a number of SMYD5-regulated genes (Fig. 2a), suggesting that depletion of SMYD5 leads to perturbation of the core ES cell transcriptional circuitry.

**Fig. 2:**
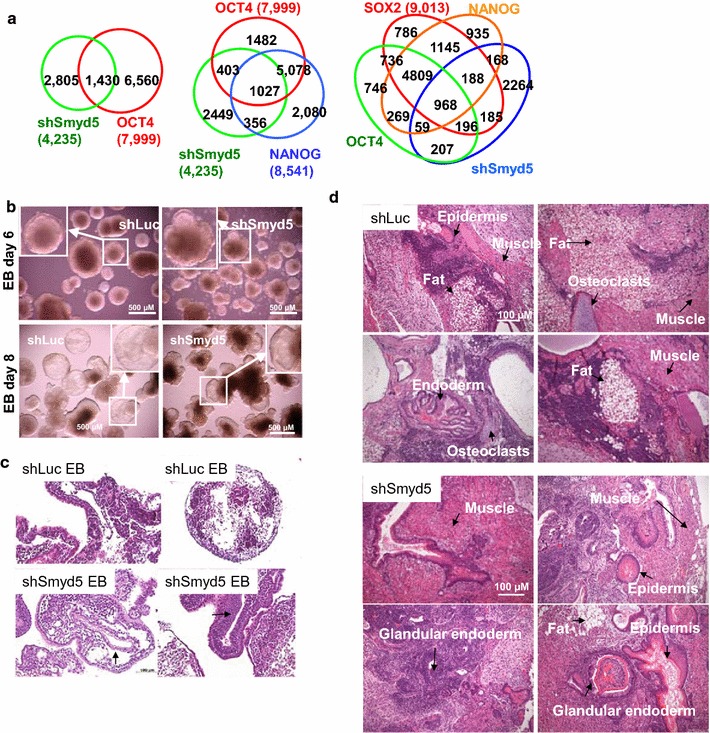
Altered differentiation of SMYD5-depleted ES cells. **a** Venn diagrams showing overlap between differentially expressed genes in shSmyd5 and shLuc ES cells and genes bound by OCT4, OCT4, and NANOG, or OCT4, SOX2, and NANOG. **b** Embryoid body (EB) formation shows abnormal differentiation of shSmyd5 ES cells. **c** Hematoxylin and eosin (H&E) histological sections of shLuc and shSmyd5 day 9 EBs. The *arrowheads* depict altered and advanced differentiation of shSmyd5 EBs relative to control (shLuc) EBs. The *bottom left panel* shows an EB with an atypical internal epithelial-like structure; the *bottom right panel* shows a thick epithelial-like layer. **d** H&E histological sections of teratomas generated from shLuc and shSmyd5 ES cells injected into SCID–beige mice. Tumors were harvested 4–6 weeks post-injection and evaluated using standard H&E histological methods. Transmitted white-light microscopy of sectioned teratomas. Heterogeneous differentiation of shLuc and shSmyd5 ES cells into ectoderm (keratinized epidermal cells), mesoderm (muscle and mesenchymal cells, adipocytes), and endoderm (glandular structures)

### Altered differentiation of SMYD5-depleted ES cells

To investigate the function of SMYD5 during ES cell differentiation, we induced EB formation of shLuc and shSmyd5 ES cells in the absence of leukemia inhibitory factor (LIF). EB formation, which involves a change in culture condition from 2D to 3D, is a suitable assay for evaluating ES cell differentiation because it recapitulates embryogenesis [21, 25]. shLuc and shSmyd5 ES cells were cultured in the absence of LIF on low-attachment dishes to induce EB differentiation over two weeks. While shLuc ES cells formed mainly circular or globular EB structures containing a primitive endoderm (PE) layer during early differentiation (day 6) (Fig. 2b, top), shSmyd5 ES cells formed complex structures containing bulges lined with a PE layer (Fig. 2b, top). The PE layer forms in vivo by differentiation of cells located on the surface of the ICM facing the blastocoel [25]. This pattern was further pronounced at day 8 of EB differentiation (Fig. 2b, bottom). We also utilized teratoma formation assays to evaluate the in vivo differentiation ability of SMYD5-depleted ES cells into cells of the three germ layers (ectoderm, mesoderm, and endoderm). Hematoxylin and eosin (H&E) staining confirmed the presence of complex structures and more advanced differentiation in shSmyd5 EBs (Fig. 2c). A further evaluation of differentiation using teratoma formation revealed that while shSmyd5 and shLuc teratomas are both able to give rise to cells of the three germ layers including ectoderm (keratinized epithelium, epidermis), mesoderm (mesenchymal cells, muscle, adipocytes), and endoderm (glandular epithelium) (Fig. 2d), shSmyd5 teratomas had a greater presence of glandular endodermal cells.

### Knockdown of SMYD5 leads to accelerated gene expression changes during ES cell differentiation

To identify gene expression defects caused by depletion of SMYD5, we evaluated DE genes during differentiation of shLuc and shSmyd5 ES cells (Fig. 3a) using RNA-Seq. 

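EBs, aggregates in which ES cells differentiate once LIF is withdrawn, were sampled at 24 h and at day 6, day 10 and day 14, with 1 library of shLuc and 1 of shSmyd5 EBs at each time. Reads and RPKM were listed as for the ES cells. The libraries held from 11119735 reads in genes (shLuc, 24 h) to 43377814 (shLuc, day 6), and at day 10 the shLuc library held 22131318 and the shSmyd5 library 11587952. Smyd5 had an RPKM of 10.7 in shLuc and 0.891 in shSmyd5 EBs (log2 fold -3.44, -3.92 to -3.26) at 24 h and 15.4 in shLuc and 0.492 in shSmyd5 EBs (log2 fold -4.71, -5.31 to -4.64) at day 6. At day 10 it had 25.0 in shLuc and 9.14 in shSmyd5 EBs (log2 fold -1.44, -1.62 to -1.28), and at day 14 13.1 in shLuc and 6.88 in shSmyd5 EBs (log2 fold -0.92, -1.07 to -0.79). The median log2 fold of all genes with an RPKM of at least 3 in both libraries was 0.14 at 24 h, -0.27 at day 6, -0.03 at day 10 and 0.02 at day 14, and folds relative to it are given where they are called relative. The dependence on GC content changed from stage to stage: the rank correlation of fold with GC content across genes was 0.568 at 24 h, -0.020 at day 6, -0.384 at day 10 and 0.318 at day 14.

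**Figure D1:**
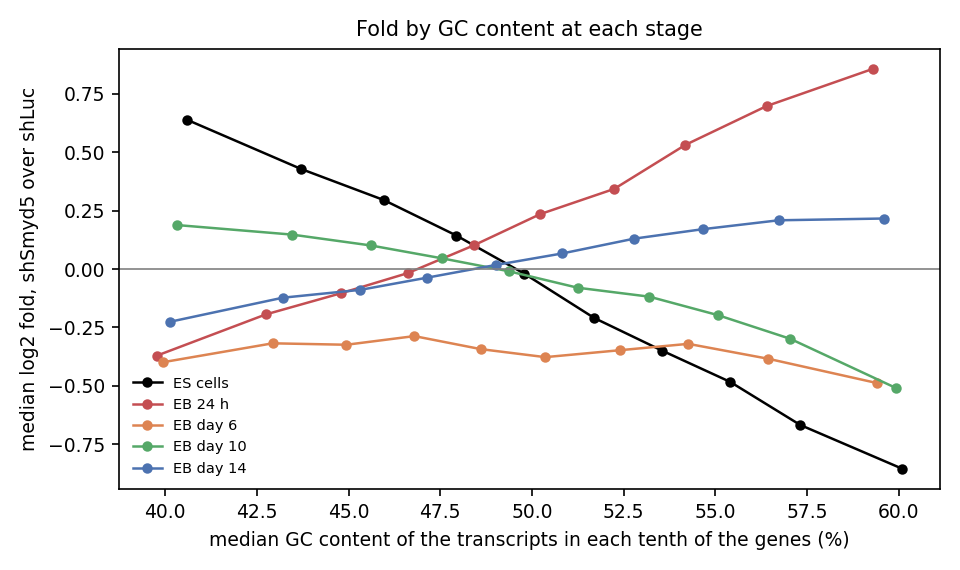
Median log2 fold (shSmyd5 over shLuc, y axis) of 10 groups of genes ordered by GC content, placed at the median GC content of each group in percent (x axis), with 1 line per stage. The ES cell line goes from 0.64 to -0.86 and the 24 h line from -0.37 to 0.86.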

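The genes ranked here by fold are those with an RPKM of at least 10 in 1 or both libraries. Some of them recurred: Srgn was among the highest at day 6, day 10 and day 14, and Zic1 among the lowest at day 10 and day 14. None of the genes ranked at 24 h was among those ranked at the later times. At 24 h the highest folds in shSmyd5 EBs belonged to Nnat, an imprinted proteolipid gene (4.44, 3.94 to 5.37), and Lef1, with an RPKM of 1.14 in shLuc and 26.5 in shSmyd5 EBs (4.42, 4.15 to 4.95), then to the lactate transporter Slc16a3, the oxygen sensor Egln3 and the hypoxia-induced Bnip3 (3.47, 3.15 and 3.15). The lowest were 4 genes of the Zscan4 cluster, Zscan4a, Zscan4d, Zscan4f and Zscan4c, which mark 2-cell-like cells (-3.99 to -3.68), and Hoxa10, a Hox gene (-3.92, -4.51 to -3.72). At day 6 the proteoglycan gene Srgn had 24.7 and 1502 (5.92, 5.85 to 6.00), followed by Ly6a, Spock1, Hs3st1 and Sox17 (5.09 to 4.73). The lowest after Smyd5 were the blood progenitor factor Myb (-3.98, -4.22 to -3.92), Ly6g6e, the hormone gene Trh and Rragb (-3.51 to -2.98). At day 10 Srgn, Gkn2, Hs3st1, Spock1 and Cmklr1 were highest (4.77 to 3.60). Rspo2, a secreted activator of Wnt signaling, had an RPKM of 15.6 in shLuc and 0 reads in shSmyd5 EBs, and Wnt8b had 5 reads there (-6.59, -9.25 to -6.40). The neural regulators Zic1 and Sox3 (-6.31, -7.70 to -6.01, and -4.10, -5.17 to -3.64) and the somatostatin gene Sst, with 2 shSmyd5 reads (-5.01, -8.61 to -3.68), were the other lowest. At day 14 Dpcr1, Gkn2, Gkn1, Srgn and Aqp8 were highest (3.47 to 2.89), and the lipid carrier Fabp7 of neural progenitors (-6.61, -7.63 to -6.16), Gabrp, Zic1, Ppbp and Fgf15 lowest (-5.16 to -3.11 for the last 4). At least 2-fold differences were found for 1443 of 8354 genes at 24 h (1087 higher, 356 lower in shSmyd5 EBs), 2608 of 9461 at day 6 (774 higher, 1834 lower), 1022 of 10576 at day 10 (333 higher, 689 lower) and 758 of 10475 at day 14 (332 higher, 426 lower). Relative to the median of all genes, the split was 826 higher and 491 lower at 24 h (62.7% higher, against 75.3%) and 1162 higher and 1049 lower at day 6 (52.6%, against 29.7%). With the edgeR exact test also required, 231, 668, 195 and 136 genes passed at the 4 times, 456 of the 668 at day 6 higher. On fold alone, with no test required, 824 genes passed at 24 h on folds freed of the GC and length trend. Such folds gave 334 higher and 417 lower genes at day 10 and 284 higher and 387 lower at day 14. At an RPKM of at least 10 the split was 200 higher and 264 lower at day 10. At day 14 it was 193 higher and 138 lower, the only setting tried there in which more genes were higher.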

K-means clustering (*k* = 20) was used to identify patterns of gene expression variability (Fig. 3a). These results highlight clusters of genes such as self-renewal genes, including *Nanog* (Fig. 3a, b; see Additional file 1: Figure S1D), that were rapidly downregulated in shSmyd5 EBs, and lineage-specific genes, such as *Sox17*, *Afp*, *Gata6*, and *Tbx5* (Fig. 3a, b; see Additional file 1: Figure S1D), that were differentially expressed between shSmyd5 and shLuc EBs. 

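The genes that differed at least 2-fold between shSmyd5 and shLuc at any stage, 5376 in all, were grouped by k-means into 20 clusters of expression over the 10 libraries. Nanog and Pou5f1 fell into 1 cluster of 75 genes that held 12 members of the pluripotency list. Its mean log2 fold was -0.95 (SD over genes 1.346) at day 6, 0.48 (SD 1.05) at 24 h, -0.19 (SD 0.95) at day 10 and -0.66 (SD 0.99) at day 14. Sox17 and Gata6 shared a cluster of 197 genes, 10 of them from the list of primitive and visceral endoderm genes, with a mean log2 fold of 1.90 (SD 1.22) at day 6, 0.99 (SD 1.04) at day 10 and 0.66 (SD 1.01) at day 14. Afp fell into a cluster of 62 genes, 12 of them from the endoderm list, with 2.01 (SD 1.01), 0.68 (SD 0.71) and 0.51 (SD 0.84) at the same times. Tbx5 was in no cluster, since the clusters hold genes at the RPKM of at least 3 used here and it was under that in each of the 10 libraries; at day 14 it passes the RPKM over 1 of the legend of Fig. 3a. With another starting seed, 68 of the 75 genes stayed with Nanog and 163 of the 197 with Sox17. With 10 clusters 75 and 105 stayed, and with a pseudocount of 1 47 and 71. The cluster of Afp then kept 12 of its 62 genes, and its mean log2 fold was 0.94 at day 6, -0.56 at day 10, the other direction, and 0.0002 at day 14.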

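Nanog was lower in shSmyd5 EBs at 24 h, with an RPKM of 99.0 in shLuc and 57.4 in shSmyd5 EBs (log2 fold -0.78, -0.86 to -0.71). It was lower still at day 6, with 71.8 and 14.7 (-2.28, -2.37 to -2.20). Its log2 fold was -0.13 (-0.37 to 0.10) at day 10 and -1.12 (-1.43 to -0.86) at day 14. Pou5f1 was higher at 24 h (0.59, 0.53 to 0.64) and lower at day 6, from 126 to 35.2 (-1.84, -1.90 to -1.78). Of the 25 pluripotency genes, 16 were at least 1.5-fold lower at day 6 and 3 higher, with Esrrb at -2.80 (-2.92 to -2.74) and the epithelial and pluripotency factor Klf4 at 2.77 (2.68 to 2.93). At 24 h 1 was lower and 5 were higher. Sox17, a transcription factor of endoderm (chromosome 1 from 4481009 to 4486494), had 1.29 in shLuc and 36.8 in shSmyd5 EBs at day 6 (4.73, 4.65 to 5.01), 1.4997 (1.39 to 1.62) at day 10 and 1.2005 (1.14 to 1.27) at day 14. Gata6, a driver of primitive endoderm (chromosome 18 from 11052508 to 11085633), had 3.59 and 34.1 at day 6 (3.21, 3.14 to 3.36), after 1.62 (1.40 to 1.95) at 24 h, and 1.03 (0.94 to 1.12) and 0.11 (0.06 to 0.16) at day 10 and day 14. Afp, the alpha-fetoprotein of visceral endoderm and fetal liver (chromosome 5 from 90919740 to 90937933), had 26.1 and 59.5 at day 6 (1.19, 1.13 to 1.25), and -0.56 (-0.58 to -0.53) at day 10, where its RPKM was 922 in shLuc EBs. Tbx5, a cardiac transcription factor (chromosome 5 from 120284672 to 120335227), had 2.33 in shLuc and 0.564 in shSmyd5 EBs at day 14 (-1.87, -2.40 to -1.70). The median log2 fold of the pluripotency list was 0.07 (-0.09 to 0.14) at 24 h (-0.06 relative to all genes) and -1.18 (-1.84 to -0.23) at day 6, the latter -0.91 relative to all genes and below every random list. At day 10 the median was 0.22 (-0.34 to 0.44), with 6 of 17 genes at least 1.5-fold higher and 4 lower. At day 14 it was -0.79 (-1.08 to 0.29), with 6 higher and 10 lower.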

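Genes of the primitive and visceral endoderm, the extraembryonic lineages that line the early embryo, were higher in shSmyd5 than in shLuc EBs from 24 h to day 14, and most of all at day 6. Of 28 such genes with an RPKM of at least 3 at day 6, 27 were at least 1.5-fold higher and 0 lower. Lama1, a laminin of the basement membrane, had an RPKM of 2.43 in shLuc and 46.0 in shSmyd5 EBs (log2 fold 4.19, 4.17 to 4.32), the matrix protein gene Sparc 91.6 and 1197 (3.71, 3.68 to 3.73), and Plat, the tissue plasminogen activator of parietal endoderm, 0.887 and 12.2 (3.64, 3.54 to 4.04). Gata4, a partner of Gata6, had 2.93 (2.86 to 3.03) and the thyroid hormone carrier Ttr 3.24 (3.18 to 3.30). At 24 h 7 of 9 members were higher and 0 lower, with the collagen gene Col4a2 at 2.81 (2.67 to 3.19) and the transcription factor Sox7 at 1.82 (1.55 to 2.28). At day 10 20 of 31 were higher and 2 lower, with Lama1 at 2.98 (2.94 to 3.04) and Lamc1, another laminin, at 2.12 (2.09 to 2.16), and at day 14 16 were higher and 1 lower, with thrombomodulin (Thbd) at 2.64 (2.503 to 3.07). The list's median log2 fold was 1.42 (1.04 to 1.71) at 24 h, 2.39 (1.73 to 3.04) at day 6 (2.66 relative to all genes), 0.94 (0.58 to 1.39) at day 10 and 0.60 (0.32 to 1.14) at day 14, each above every one of the random lists. Freed of the GC and length trend, the medians were 1.22, 2.499, 1.15 and 0.53 (0.36 to 1.01), the last under the 0.58 that 1.5-fold equals.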

Because Sox17 is a transcription factor that is expressed in endodermal lineages, a driver of extraembryonic endoderm transcriptional programs, and is important in antagonizing expression of *Pou5f1* and *Nanog* during differentiation [26], its upregulation during differentiation of SMYD5-depleted ES cells may explain the presence of complex structures involving primitive endoderm. To compare the transcriptomes of shSmyd5 EBs relative to shLuc EBs, we used principal component analysis (PCA), which showed that shSmyd5 EBs progress through the first two components at an altered trajectory (Fig. 3c), suggesting that knockdown of *Smyd5* leads to perturbed differentiation.

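The shSmyd5 EBs of day 6 lay ahead of the shLuc EBs of day 6 on the first principal component of the 5376 genes that differed at least 2-fold at any stage. That component held 52.9% of the variance. With the shLuc ES cells at 0% and the shLuc EBs of day 14 at 100% of the path along it, the shLuc EBs of day 6 stood at 38.2% (35.3 to 41.3) and the shSmyd5 EBs at 48.9% (44.1 to 53.3). At day 10 the shLuc EBs stood at 94.99% (92.9 to 97.1) and the shSmyd5 EBs at 94.9% (92.6 to 96.9), and at day 14 the shSmyd5 EBs at 103% (101 to 105). At 24 h both lay behind the ES cells, at -12.2% (-16.9 to -7.54) for shLuc and -15.6% (-20.7 to -11.0) for shSmyd5 EBs, and the shSmyd5 ES cells stood at -3.98% (-5.89 to -2.34). On the second component (23.8% of the variance) the shSmyd5 EBs of day 6 had a score of 1.01 and the shLuc EBs 0.223. The 95% intervals come from resampling genes and hold no biological error. With each gene scaled to unit variance, the first component held 36.9% and did not follow time in culture: the shSmyd5 EBs of day 6 stood at 1013% of the path and those of day 10 at -101%.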

**Fig. 3:**
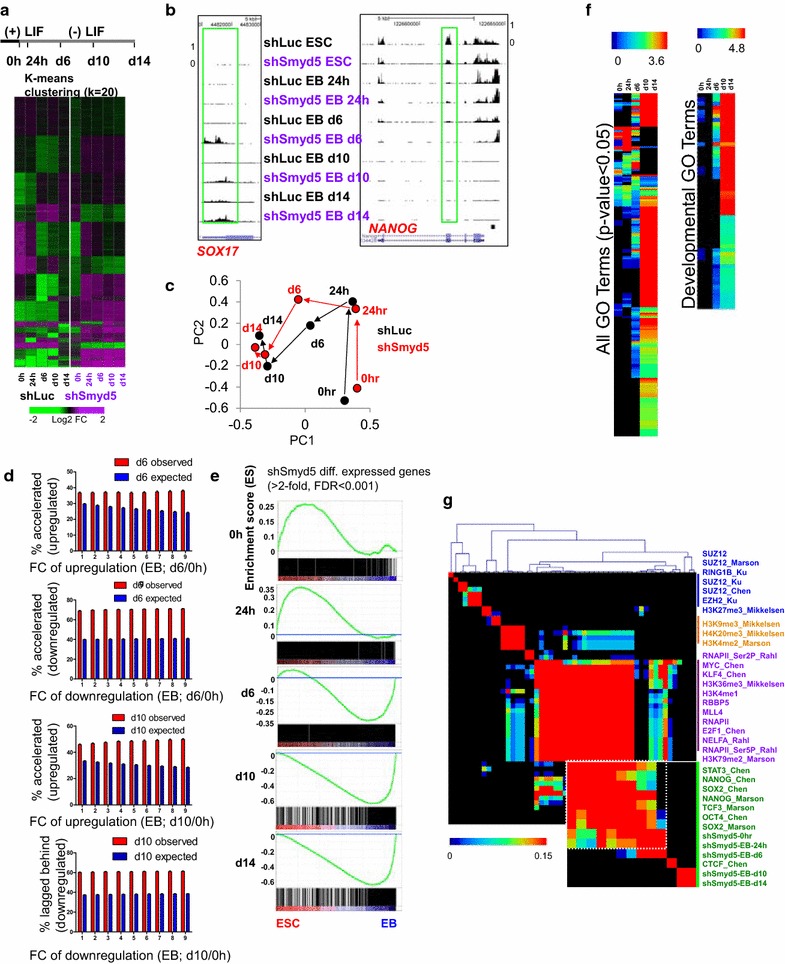
Transcriptome analysis reveals altered differentiation of SMYD5-depleted ES cells. **a** K-means clustering analysis of RNA-Seq data from shLuc and shSmyd5 ES cells differentiated without LIF for 14 days. The experimental design is shown on *top*. Differentially expressed genes (>twofold; RPKM > 1) clustered according to k-means. **b** Custom tracks of RNA-Seq data in the UCSC genome browser for undifferentiated and differentiated shLuc control and shSmyd5 ES cells. **c** Principal component analysis (PCA) of differentially expressed genes during EB differentiation of shSmyd5 and shLuc ES cells. **d** Prediction of differentially expressed genes due to chance or altered differentiation. The percentage of genes that lag behind during differentiation of shSmyd5 ES cells is less than expected. *Top each bar* represents a group of genes upregulated by at least alpha-fold (*X* axis) from ESC (0 h) to EB day 6 in the control cells. The percentage of genes with expression values that follow the order: EB day 6 (shLuc) > EB day 6 (shSmyd5) > ES cell is calculated (observed; *red bars*); *error bars* are generated by bootstrapping. The expression values of all genes are randomly shuffled independently for EB day 6 (shLuc), EB day 6 (shSmyd5), and ES cells and are repeated many times to give the means and standard deviations for the expectations (expected; *blue bars*). The *red bars* represent observed data. *Bottom each bar* represents a group of genes upregulated by at least alpha-fold (*X* axis) from ESC (0 h) to EB day 10 in the control cells. The percentage of genes with expression values that follow the order: EB day 10 (shLuc) > EB day 10 (shSmyd5) > ES cell is calculated (observed; *red bars*); *error bars* are generated by bootstrapping. The expression values of all genes are randomly shuffled independently for EB day 10 (shLuc), EB day 10 (shSmyd5), and ES cells and are repeated many times to give the means and standard deviations for the expectations (expected; *blue bars*). The *red bars* represent observed data. **e** Gene set enrichment analysis (GSEA) of differentially expressed genes during differentiation of shSmyd5 ES cells relative to ES cells and day 14 EBs. **f** DAVID gene ontology analysis of differentially expressed genes between shLuc and shSmyd5 ES cells and during EB differentiation. The hierarchical clustering heat map on the right shows enrichment of developmental GO terms. **g** Correlation matrix of differentially expressed (DE) genes during shSmyd5 ES cell differentiation with promoter binding of transcription factors and epigenetic modifiers. Heat map generated by evaluating pair-wise affinities between differentially expressed (DE) genes during shLuc and shSmyd5 EB differentiation using RNA-Seq datasets generated from this study (0, 24 h, 6, 10, 14 days) and published ChIP-Seq data [14, 24, 27–29, 67]. AutoSOME [68] was used to generate pair-wise affinity values

To further address the phenomenon of altered differentiation, we built a predictive model to determine the probability of expression changes due to chance or altered differentiation following differentiation of shSmyd5 EBs. Expression changes that indicate altered differentiation include genes that show altered downregulation or upregulation during EB differentiation. 

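Most of the genes that shLuc EBs expressed less than ES cells were lower still in shSmyd5 EBs. Of 3032 genes at least 2-fold lower in shLuc EBs of day 6 than in shLuc ES cells, among them Nanog and Pou5f1, 74.1% (95% bootstrap interval over genes 72.6 to 75.7) were lower still in shSmyd5 EBs, here called ahead, and 24.2% (SD 0.779) lay between the shLuc EBs and the ES cells, here called behind. Of 1717 genes lower by day 10, 68.2% (66.1 to 70.4) were ahead and 30.9% (SD 1.12) behind. Of 2825 genes at least 2-fold higher in shLuc EBs of day 6, which include Sox17 and Gata6, 37.4% (35.7 to 39.1) were ahead, that is higher still in shSmyd5 EBs, and 58.1% (SD 0.923) behind. Of 3288 genes higher by day 10, 50.4% (48.6 to 51.9) were ahead and 47.8% (SD 0.868) behind. With the values of all genes shuffled independently in the 3 libraries, 100 times, 36.1% (SD 0.674) of the genes lower by day 6, 32.5% (SD 0.704) of those lower by day 10, 25.7% (SD 0.575) of those higher by day 6 and 32.6% (SD 0.594) of those higher by day 10 came out ahead, and 41.4%, 43.9%, 41.3% and 46.1% behind. With the genes fixed before the shuffle and the shSmyd5 values alone shuffled, the shares expected ahead were 39.97%, 39.60%, 38.95% and 50.47% in the same order, and the excess among the genes higher in EBs was gone at both days. With the libraries scaled to the same median, 52.4% of the genes higher by day 6 were ahead. Both shuffles move values between genes, so neither gives the share ahead for 2 libraries that do not differ. A share above the shuffled one therefore does not by itself show an effect of the knockdown.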

Our findings demonstrate that the percentage of upregulated or downregulated genes outpaced the expected (Fig. 3d, see “Methods”), demonstrating that shSmyd5 EBs exhibit altered differentiation. The *x-*axis represents genes that are upregulated or downregulated by alpha-fold from ES cells (d0 of differentiation) to day 6 EBs, or from ES cells to day 10 EBs.

GSEA was then used to investigate the expression state of DE genes during differentiation in the absence of SMYD5. Our results demonstrate that ES cell-enriched genes are differentially expressed during early differentiation (Fig. 3e, top graphs) while EB-enriched genes are differentially expressed later in differentiation (Fig. 3e, bottom graphs). 

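Ranked by shLuc ES cells over shLuc EBs of day 14, the genes that differed at least 2-fold between shSmyd5 and shLuc lay toward the ES cell end at the early stages and toward the EB end later, and with another ranking the sign turned in ES cells and at day 6. The 12087 genes with an RPKM of at least 3 in any library were ranked, and an unweighted running-sum score is positive for a set near the ES cell end. The score was 0.356 (0.332 to 0.381) for the genes that differed in ES cells, 0.178 (0.160 to 0.210) at 24 h, 0.0773 (0.0619 to 0.0984) at day 6, -0.206 (-0.239 to -0.180) at day 10 and -0.390 (-0.427 to -0.359) at day 14, with 95% bootstrap intervals over genes. In ES cells the higher genes scored -0.319 and the lower genes 0.564. At 24 h the higher genes scored 0.304 and the lower genes -0.277. At day 6 the higher genes, which include Sox17 and Gata6, scored -0.290 and the lower genes, which include Nanog and Pou5f1, 0.206. At day 10 the higher genes scored -0.396 and the lower 0.117 (-0.149 to 0.155), and at day 14 the higher -0.208 and the lower -0.513, the latter including Fabp7 and Zic1. Among random sets matched on expression, the scores of all genes that differed stood at percentiles 100, 100, 99.99, 0 and 0 from ES cells to day 14. The ranking shares the shLuc library with the comparisons in ES cells and at day 14, which by itself moves genes lower in shSmyd5 ES cells to the ES cell end and genes lower at day 14 to the EB end. Ranked by shLuc EBs of 24 h over day 10 in its place, the score was -0.186 for ES cells (0.502 for the higher and -0.389 for the lower genes) and -0.0372 for day 6. That ranking shares a library with 24 h and day 10, and with it the 24 h scores were -0.164 for the higher and 0.335 for the lower genes.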

DAVID GO analysis revealed that many developmental GO terms were overrepresented during later EB differentiation (Fig. 3f), suggesting that SMYD5 regulates developmental genes during differentiation.

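Neural genes were much lower in shSmyd5 than in shLuc EBs at day 10 and day 14. Of 17 neural genes with an RPKM of at least 3 at day 10, 16 were at least 1.5-fold lower and 1 higher, and at day 14 12 of 13 were lower and 0 higher. The forebrain and eye regulator Pax6 had an RPKM of 10.2 in shLuc and 0.568 in shSmyd5 EBs at day 10 (log2 fold -3.95, -4.81 to -3.60), the Notch effector Hes5 -5.41 (-9.44 to -4.52) on 2 shSmyd5 reads, and the neural progenitor factor Sox1 -3.77 (-4.21 to -3.55). Of 19 fibroblast and mesenchyme genes, 13 were lower and 2 higher at day 10, with the collagen gene Col3a1 at -2.07 (-2.13 to -2.02), and 14 of 23 were lower and 1 higher at day 14, with the mesenchymal factors Prrx1 and Twist1 at -3.10 (-3.65 to -3.03) and -2.13 (-2.28 to -2.01). Cardiac genes were higher at day 10, 8 of 13 against 1 lower, with the myosin light chain genes Myl3 and Myl7 at 2.10 (1.79 to 2.48) and 1.44 (1.05 to 1.88), and at day 14 2 were higher and 6 lower. Of 13 endothelial genes, 7 were lower and 1 higher at day 10, such as the angiopoietin receptor family gene Tie1 (-1.45, -1.74 to -1.24), and 4 of 11 were lower and 2 higher at day 14. Wnt target genes were lower, 5 of 8 at day 10 and 4 of 7 at day 14, where Lef1 had -1.62 (-1.89 to -1.44). The median log2 folds at day 10 and day 14 were -2.997 (-3.32 to -2.58) and -2.83 (-3.57 to -2.03) for neural, -0.89 (-1.37 to -0.57) and -0.77 (-1.04 to -0.46) for fibroblast and mesenchyme, 0.9999 (0.43 to 1.23) and -0.22 (-0.69 to 0.07) for cardiac, -0.59 (-1.001 to -0.07) and -0.48 (-0.97 to 0.21) for endothelial and -0.79 (-1.49 to -0.29) and -1.36 (-1.62 to -0.31) for Wnt target genes. With a pseudocount of 1 the neural medians were -2.05 and -1.63. From the developmental GO terms among the genes that differ at these stages (Fig. 3f), the paper proposes that SMYD5 acts on developmental genes as EBs differentiate.

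**Figure D2:**
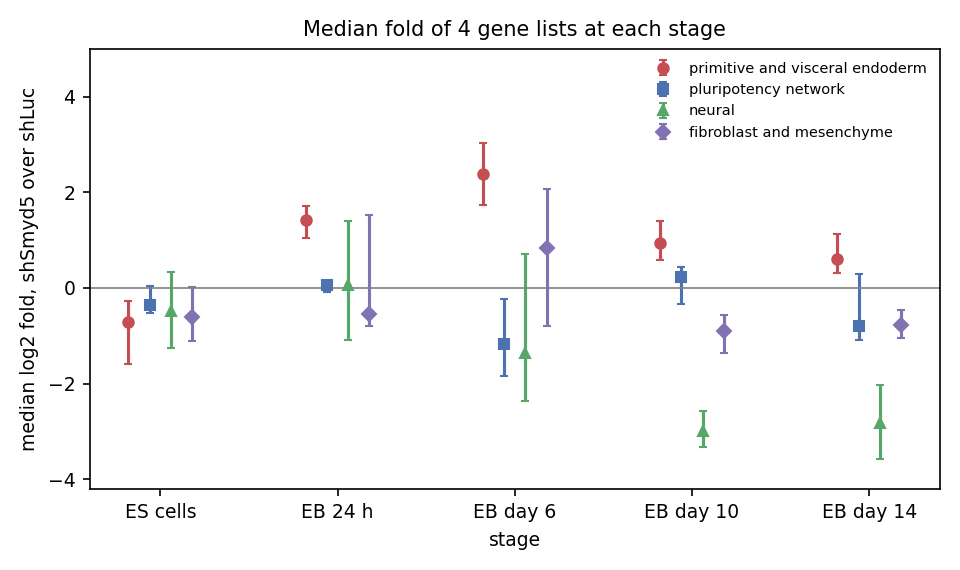
Median log2 fold (shSmyd5 over shLuc, y axis) of the primitive and visceral endoderm, pluripotency, neural, and fibroblast and mesenchyme lists at the 5 stages (x axis), with 95% bootstrap intervals over genes as bars. The endoderm median goes from -0.71 in ES cells to 2.39 at day 6, and the neural median reaches -2.997 at day 10.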

Because depletion of SMYD5 resulted in the differential expression of many OCT4, SOX2, and NANOG targets (Fig. 2a), we evaluated whether DE genes during shSmyd5 EB differentiation were also occupied by ES cell-enriched transcription regulators or marked by histone modifications using public datasets [14, 24, 27–29] (Fig. 3g). In shSmyd5 ES cells and during early EB formation (24 h), we observed a strong correlation between DE genes and binding of ES cell-enriched factors OCT4, SOX2, NANOG, and STAT3 (Fig. 3g), suggesting that depletion of SMYD5 leads to the dysregulated expression of pluripotency-regulator targets during early EB differentiation.

### SMYD5 mediates H4K20me3 modification in ES cells

To evaluate the genome-wide distribution of SMYD5 in ES cells, we utilized biotin-mediated ChIP-Seq (bioChIP-Seq) [30, 31] and FLAG ChIP-Seq as described in the materials and methods. Using this approach, we observed a high overlap of SMYD5 binding using these two approaches (see Additional file 2: Figure S2A) by evaluating the density of SMYD5 at “Spatial Clustering for Identification of ChIP-Enriched Regions” (SICER) islands (see “Methods”) (Fig. 4a) as well as by heat maps (Fig. 4b; see Additional file 2: Figure S2B) and average profiles (Fig. 4c; see Additional file 2: Figure S2C).

**Fig. 4:**
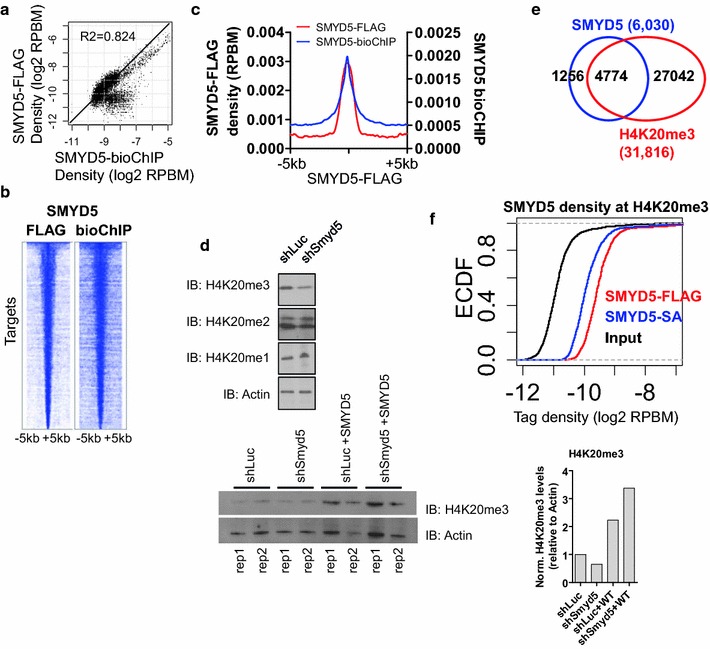
SMYD5 and trimethylated histone co-occupy genomic regions in ES cells. **a** Comparison of SMYD5-bioChIP and SMYD5-FLAG ChIP-Seq peaks. Scatter plot of log2 SMYD5 density at ChIP-enriched regions. **b** Heat map of SMYD5 ChIP-Seq densities. **c** Average profiles of SMYD5-bioChIP and SMYD5-FLAG density at SMYD5-FLAG enriched regions. **d** Western blot of H4K20me3, H4K20me2, and H4K20me1 in shLuc and shSmyd5 ES cells (*top*), and H4K20me3 in shLuc, shSmyd5, shLuc + WT, and shSmyd5 + WT (*bottom*). The bar graph (*bottom right*) shows H4K20me3 levels normalized to actin using ImageJ software (https://imagej.nih.gov/ij/). **e** Comparison of SMYD5 and H4K20me3 ChIP-Seq peaks. **f** Empirical cumulative distribution function (ECDF) for SMYD5-FLAG and SMYD5-bioChIP density at H4K20me3-enriched regions in ES cells

Because SMYD5 has been shown to deposit H4K20me3 marks [19], we evaluated global levels of H4K20 methylation in *Smyd5* knockdown ES cells using western blotting. Our results show that depletion of SMYD5 led to decreased H4K20me3, but not H4K20me2 or H4K20me1 (Fig. 4d; see Additional file 2: Figure S2D), demonstrating that SMYD5 confers H4K20me3 methyltransferase activity. We also observed a restoration of H4K20me3 levels in shSmyd5 ES cells overexpressing an shRNA-resistant version of SMYD5 (Fig. 4d, bottom right). Moreover, our ChIP-Seq data indicated that a majority of SMYD5 occupied regions (79%) contain H4K20me3 marks (Fig. 4e), where SMYD5 binding is significantly enriched in H4K20me3 islands (Fig. 4f). Overall, these results demonstrate that SMYD5 occupies chromatin regions containing H4K20me3.

### SMYD5 and H4K20me3 co-occupy repetitive DNA elements

Since H4K20me3 is known to be enriched in repetitive sequences [14], we analyzed the enrichment of DNA repeats in SMYD5 islands. To this end, we evaluated the percent coverage of H4K20me3 or SMYD5 peaks that overlap a repeat element. We observed enrichment of long interspersed elements (LINE) and long-terminal repeat (LTR) elements in H4K20me3 (see Additional file 3: Figure S3A, top) and SMYD5 regions (see Additional file 3: Figure S3A, bottom), respectively. Similarly, LINE and LTR elements were enriched in H3K9me3 regions (see Additional file 3: Figure S3A, middle panel), consistent with the co-localization of H3K9me3 and H4K20me3 on chromatin. Enrichment of LINE and LTR elements was markedly higher at these regions relative to random genomic sequences of comparable size and frequency, and H3K4me3 regions, which were used as controls, demonstrating that SMYD5 and H4K20me3 islands are enriched at LINE and LTR repetitive DNA elements.

We also evaluated the percent coverage of LINE and LTR sequences for all SMYD5, H4K20me3, and H3K9me3 islands. Using this approach, we observed enrichment of LINE and LTR sequences in H4K20me3, SMYD5, and H3K9me3 regions relative to random genomic regions (Fig. 5a).

**Fig. 5:**
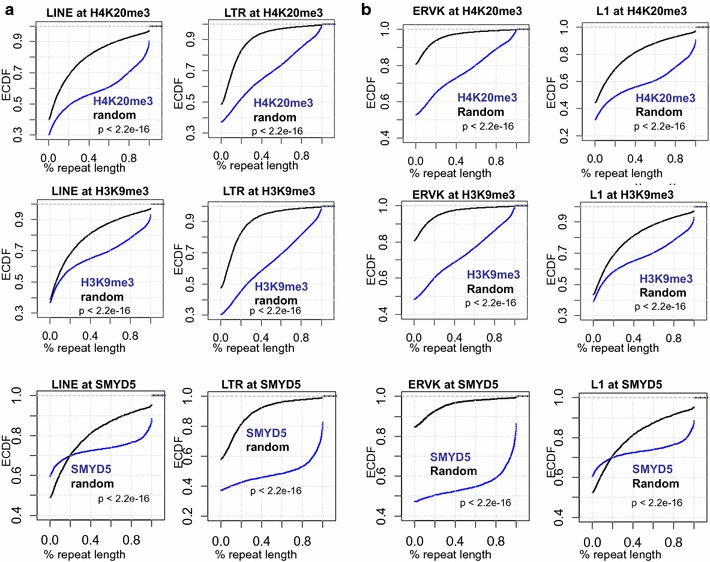
SMYD5 and H4K20me3 occupy repetitive DNA elements in ES cells. Comparison of H4K20me3, H3K9me3, and SMYD5 enriched sequences and annotated repetitive sequences (http://www.repeatmasker.org). Empirical cumulative distribution (ECDF) for the percent coverage of a **a** LINE or LTR repeat class or **b** family member (L1 or ERVK) across all H4K20me3 (*top*) or H3K9me3 (*middle*) islands, or SMYD5 regions (*bottom*) relative to random genomic regions (*black*). *Y-*axis shows the percentage of genes that exhibit a percent repeat length less than the value specified by the *x-*axis. A *line* shifted to the right means a systematic increase in the percent coverage of a repeat element in ChIP-Seq peaks relative to random genomic sequences. *p* value for all <2.2e−16 (Kolmogorov–Smirnov test)

To investigate which repeat family members are enriched in H4K20me3, H3K9me3, or SMYD5 regions, we evaluated the percentage of peaks that overlap a repeat family element. We observed enrichment of ERVK (LTR class) and L1 (LINE class) family repetitive elements in H4K20me3 (see Additional file 3: Figure S3B, top), H3K9me3 (see Additional file 3: Figure S3B, middle), and SMYD5 regions **(**see Additional file 3: Figure S3B, bottom**)**, respectively. We also evaluated the percent coverage of ERVK and L1 sequences for all SMYD5, H4K20me3, and H3K9me3 islands. Using this approach, we observed enrichment of ERVK and L1 sequences in H4K20me3, H3K9me3, and SMYD5 regions relative to random genomic regions (Fig. 5b), To gain further insight into which specific repeats are enriched in SMYD5, H4K20me3, and H3K9me3 regions, we evaluated the percentage of peaks that overlap repeat subfamilies within the LINE or LTR repeat class. Of the hundreds of annotated repeat subfamilies that we surveyed, only a few repeat subfamilies were found to be enriched within these regions (see Additional file 3: Figure S3C). While several L1Md repeats (L1Md_T, L1Md_A) are enriched in H4K20me3, H3K9me3, and SMYD5 occupied regions, two repeats (L1Md_F and L1Md_F2) were only enriched in H4K20me3 and H3K9me3 marked regions (see Additional file 3: Figure S3C).

By clustering repeat subfamilies by their enrichment in SMYD5, H4K20me3, or H3K9me3 regions, our results further demonstrate that a few LINE/LTR repeat subfamilies are enriched within H4K20me3 (see Additional file 4: Figure S4A), H3K9me3 (see Additional file 4: Figure S4B), and SMYD5 regions (see Additional file 4: Figure S4C).

### Knockdown of SMYD5 leads to decreased levels of H4K20me3, H3K9me3/2, and HP1α binding

To further directly test whether SMYD5 regulates H4K20me3 in ES cells, we investigated the global distribution of H4K20me3 in shSmyd5 ES cells using ChIP-Seq. Our results revealed that 12,358 islands showed a decrease in H4K20me3 levels in shSmyd5 ES cells (FDR < 0.001, fold-change >1.5) (Fig. 6a). A comparison of average H4K20me3 profiles around H4K20me3 peaks (Fig. 6b, left panel), and a boxplot (Fig. 6b, right panel), also showed global decreases in H4K20me3 levels in shSmyd5 ES cells compared with shLuc ES cells (*p* < 2.2e−16). Similarly, the levels of H4K20me3 at SMYD5-enriched regions also decreased in shSmyd5 ES cells (*p* < 2.2e−16) (Fig. 6c; see Additional file 5: Figure S5), consistent with a role for SMYD5 in regulating H4K20me3 on chromatin.

**Fig. 6:**
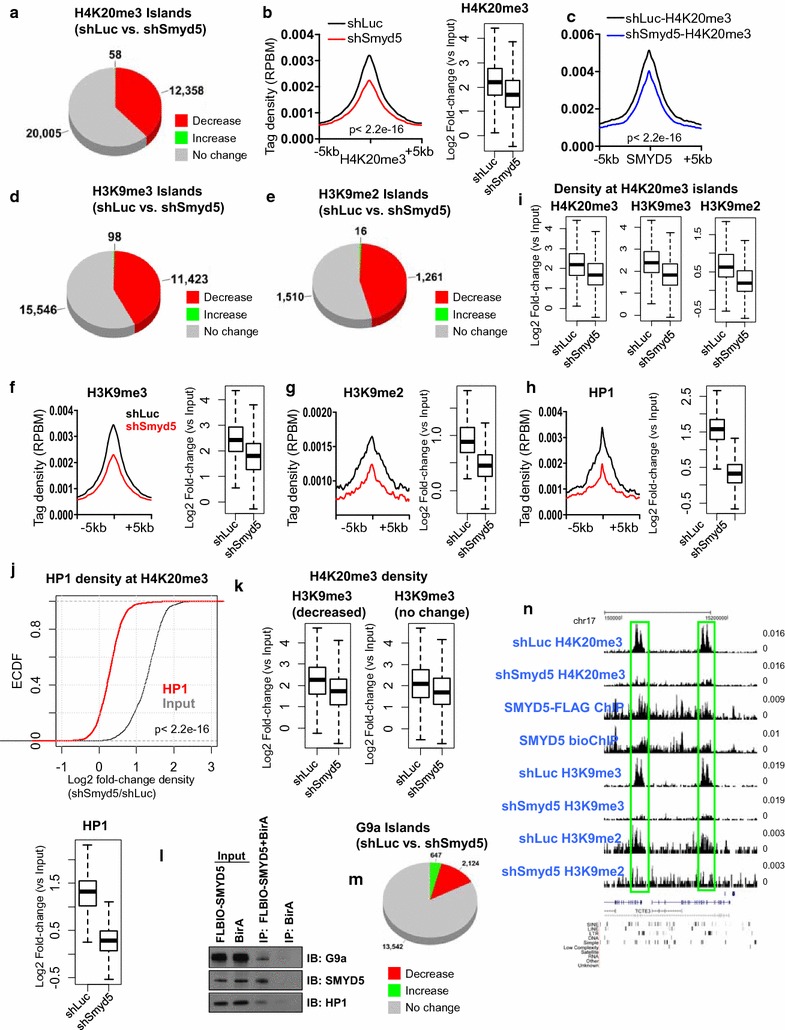
Depletion of SMYD5 leads to decreased H4K20me3, H3K9me3/2, and HP1α binding. **a** Change in the global distribution of H4K20me3 in shSmyd5 ES cells. **b** Average profile and *boxplot* of H4K20me3 ChIP-Seq tag density in shSmyd5 ES cells. **c** Average profiles of H4K20me3 at SMYD5-enriched regions in shLuc and shSmyd5 ES cells. **d**, **e** Changes in global distributions of **d** H3K9me3 (**e**) and H3K9me2 in shSmyd5 ES cells relative to shLuc ES cells. **f**–**h** Average profiles and *boxplot* of **f** H3K9me3, **g** H3K9me2, and **h** HP1α densities in shLuc and shSmyd5 ES cells. **i** Boxplot depicting density of H4K20me3, H3K9me3, and H3K9me2 at H4K20me3 islands. **j** Empirical cumulative distribution (ECDF) for the fold-change in density of HP1α in shSmyd5 ES cells. The *red line* shifted to the *left* of the input (*gray*) shows a systematic decrease in enrichment in shSmyd5 ES cells. *Boxplot* below shows HP1α density (log2 fold-change vs. input) in shLuc and shSmyd5 ES cells. **k** H4K20me3 density at regions at regions with decreased or unaltered H3K9me3 levels. **l** SMYD5 associates with HP1α and G9a. FLBIO-SMYD5 (biotinylated SMYD5 + BirA) or BirA (control) ES cells were used to immunoprecipitate SMYD5 protein with avidin-agarose beads. Immunoprecipitates were analyzed by immunoblotting with anti-HP1α, anti-G9a, and anti-SMYD5 antibodies. **m** Changes in the global distribution of G9a in shSmyd5 ES cells relative to shLuc ES cells. **n** Altered profiles of H4K20me3 at SMYD5-enriched regions (H2-Q1, H2-Q7) in shLuc and shSmyd5 ES cells

To determine whether both H4K20me3 and SMYD5 are simultaneously present at the same genomic regions, we performed Re-ChIP, also termed sequential ChIP [32], by immunoprecipitating ES cell chromatin first with an H4K20me3 or a FLAG antibody (for SMYD5), and second with a FLAG or H4K20me3 antibody, respectively. We then performed reChIP-PCR and found that each was significantly enriched relative to the control, Nanog promoter, which is not enriched with SMYD5 or H4K20me3 (see Additional file 6: Figure S6A). For example, H4K20me3 + SMYD5 reChIP levels were enriched >10–25 fold (relative to control; Nanog promoter) at H4K20me3/SMYD5 co-occupied regions, and SMYD5 + H4K20me3 reChIP levels were also elevated ~6–11 fold (relative to the control) at H4K20me3/SMYD5 marked regions (see Additional file 6: Figure S6B-C), demonstrating that a subset of H4K20me3 marked regions contain SMYD5 marks.

To test whether SMYD5-mediated H4K20me3 affects H3K9 methylation at heterochromatin regions, we evaluated the global distributions of H3K9me3 and H3K9me2 in *Smyd5* knockdown cells. These results show that levels decreased at a subset of H3K9me3 (Fig. 6d) and H3K9me2 islands (Fig. 6e) in shSmyd5 ES cells compared with shLuc ES cells. A comparison of average profiles and boxplots of H3K9me3 (Fig. 6f) or H3K9me2 (Fig. 6g) revealed decreased H3K9me3/2 enrichment, suggesting that the H4K20me3 signal may be important for the H3K9me3 modification in heterochromatin in ES cells. Our results show that 72% of H3K9me3 islands overlap with H4K20me3 islands, and 70% of SMYD5 islands overlap with H3K9me3 islands. In addition, 48% of SMYD5 islands exhibit decreased H3K9me3 levels (>1.5 fold-change, FDR < 0.001), while 36% of all H3K9me3 islands showed decreased levels in SMYD5-depleted ES cells. These results suggest that SMYD5-bound regions are more likely to exhibit decreased H3K9me3 levels relative to regions without SMYD5 binding in SMYD5-depleted cells.

Because H3K9 methylation is important for the recruitment of the heterochromatin protein, HP1 [33], we examined HP1α binding profiles in shSmyd5 ES cells using average profiles (Fig. 6h, left panel) and a boxplot (Fig. 6h, right panel). Our data indicate that HP1α levels decrease in shSmyd5 ES cells, suggesting that depletion of SMYD5 leads to decreased heterochromatin. To test whether decreases in H3K9me3/2 and HP1α correlate with decreases in H4K20me3 levels, we compared their changes at H4K20me3 islands relative to input chromatin. These results show that H3K9me3/2 **(**Fig. 6i) and HP1α levels **(**Fig. 6j) decrease at H4K20me3 islands in shSmyd5 ES cells. We also surveyed H4K20me3 levels at H3K9me3 marked regions in SMYD5-depleted ES cells and observed greater decreases in H4K20me3 at regions where H3K9me3 decreased relative to regions where H3K9me3 levels did not change significantly (*p* < 2.2e−16) (Fig. 6k), suggesting that decreases in H4K20me3 are correlated with decreased H3K9me3 levels.

To investigate how SMYD5-mediated decreases in H4K20me3 affect H3K9me3 levels, we hypothesized that H3K9 methyltransferases may bind H4K20me3 marks. However, while we observed binding of G9a, HP1α, and ESET to H3K9me3/2 using an in vitro pull-down assay with biotinylated histone H4 and H3 peptides and nuclear extracts from ES cells, we did not observe binding to H4K20me3/2/1 (see Additional file 7: Figure S7A). To investigate whether SMYD5 directly interacts with heterochromatin constituents HP1α and G9a, we immunoprecipitated SMYD5 and performed immunoblotting using anti-HP1α, anti-G9a, and anti-SMYD5 antibodies. Our results show that SMYD5 binds to HP1α and G9a (Fig. 6l). Moreover, using ChIP-Seq analysis to survey global levels of G9a, we found that G9a levels decrease in shSmyd5 ES cells relative to shLuc ES cells (Fig. 6m). Our results also show that G9a occupies 40% of SMYD5 islands. Overall, these results suggest that SMYD5 interacts with heterochromatin proteins HP1α and G9a, and depletion of SMYD5 leads to decreased binding of HP1α and G9a. In addition, inspection of custom tracks on the UCSC genome browser revealed decreased levels of H4K20me3 and H3K9me3 at several SMYD5 occupied regions (Fig. 6n).

To investigate whether enrichment of repressive histone marks and associated chromatin factors decreases at LINE and LTR regions in the absence of SMYD5, we compared the densities of H4K20me3, H3K9me3, and HP1α at LINE (see Additional file 7: Figure S7B) and LTR (see Additional file 7: Figure S7C) regions. These results demonstrate that H4K20me3, H3K9me3, and HP1α levels decrease at LINE (see Additional file 7: Figure S7B) and LTR (see Additional file 7: Figure S7C) regions in shSmyd5 ES cells. We also observed enrichment of SMYD5 at LINE (see Additional file 7: Figure S7B) and LTR (see Additional file 7: Figure S7C) regions relative to Input DNA in ES cells. Overall, these results suggest that SMYD5 occupies LINE and LTR repetitive DNA elements and catalyzes H4K20me3 modifications, which are important for H3K9me3 modifications and HP1α binding in the heterochromatic regions.

### Increased expression of repetitive DNA in SMYD5 depleted ES cells

To investigate whether SMYD5-mediated H4K20me3 plays a role in silencing of LINE, and LTR elements, we evaluated their expression in shLuc and shSmyd5 ES cells (Fig. 7a). These results revealed a marked increase in expression of LINE and LTR elements in shSmyd5 ES cells (Fig. 7a; *p* < 2.2e−16). We then applied a stringent filter to identify LINE and LTR regions (>0.003 RPBM tag density per site) and evaluated the RNA-Seq expression profile of this subset of LINE and LTR regions. Heat maps revealed an overall increase in expression of both LINE and LTR elements (Fig. 7b), suggesting that a loss of SMYD5 leads to global increases in expression of the LINE and LTR repetitive sequences. We confirmed the increased expression of several LINE regions, using Q-RT-PCR (Fig. 7c) and RNA-Seq. We also investigated the expression of LINE and LTR repeats in shLuc and shSmyd5 ES cells and observed de-repression of LTR repeat subfamilies, which are enriched in H4K20me3- and SMYD5-bound regions, including MMETn, IAPLTR2_Mm, IAPEz-int, ETnERV2-int, RLTR10-int, MMERK10C-int, IAP-d-int, RLTR6-int (MMETn, 107-fold increase; IAPLTR2_Mm, 86-fold increase; IAPEz-int, 71-fold increase), and de-repression of LINE repeat subfamilies, including L1Md_T, L1Md_Gf, L1Md_A, L1Md_F2, L1Md_F3, and L1Md_F in SMYD5-depleted ES cells (L1Md_T, 79-fold increase; L1Md_Gf, 51-fold increase; L1Md_T, 79-fold increase) (Fig. 7d).

**Fig. 7:**
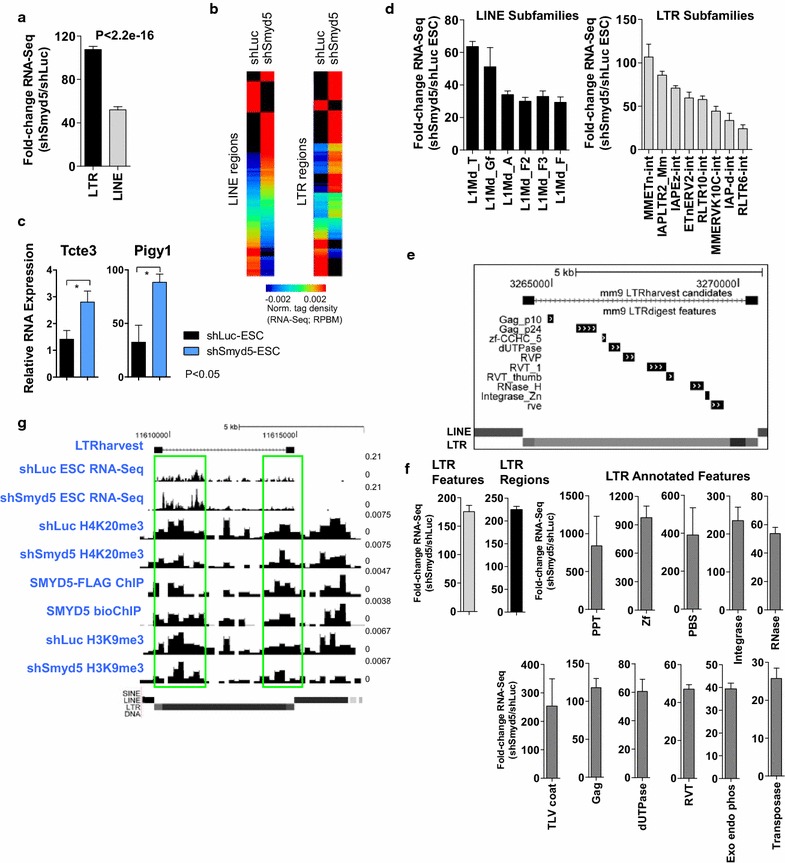
Elevated expression of repetitive DNA elements in shSmyd5 ES cells. **a** Fold-change expression of LINE/LTR repetitive DNA sequences in shSmyd5 ES cells relative to shLuc ES cells. *p* value for all <2.2e−16 (Kolmogorov–Smirnov test). **b** Heat map showing expression of a subset of LINE and LTR regions in shLuc and shSmyd5 ES cells. **c** Q-RT-PCR expression analysis of two LINE elements (*p* value <0.05). **d** Fold-change expression of LINE (*left*) and LTR (*right*) repeat subfamilies in shLuc and shSmyd5 ES cells. **e** De novo search for LTR retrotransposons/ERVs in the mouse genome (mm9) using LTRharvest software, and annotated using LTRdigest software. A representative full-length region with internal features is shown. **f** Fold-change expression of LTR internal features and LTR UTR regions between shLuc and shSmyd5 ES cells. **g** Browser view of RNA-Seq expression and H4K20me3, and H3K9me3 in shLuc and shSmyd5 ES cells, and SMYD5-FLAG and SMYD5-bioChIP in ES cells

Because we observed de-repression of LTR and LINE subfamilies in *Smyd5* knockdown ES cells, we reasoned that full-length, or intact, LTR retrotransposons and ERVs may be de-repressed in SMYD5-depleted ES cells. To test this possibility, we performed a de novo search for full-length LTR retrotransposons and ERVs in the mouse genome using LTRharvest software [34], which provides annotations of known LTR features. Using this approach, we identified 11,394 full-length LTR retrotransposons/ERVs in the mouse genome. We then annotated these LTR regions using LTRdigest software [35] and identified 20,852 internal features including sequences encoding viral proteins such as gag and pol (Fig. 7e). An evaluation of the expression state of these LTR features revealed an overall increase in the expression of full-length (intact) LTR/ERV annotated features in SMYD5-depleted ES cells (Fig. 7f).

To investigate a relationship between the de-repression of LTRs/ERV regions and occupancy of SMYD5/H4K20me3, we evaluated the overlap between LTR regions and SMYD5/H4K20me3 occupancy. Using this method, we found 872 regions which were occupied by SMYD5/H4K20me3 and contained LTR/ERV sequences. An examination of custom UCSC genome browser tracks revealed SMYD5 binding at a representative region containing LTR and LINE elements accompanied by decreased levels of H4K20me3, H3K9me3, and H3K9me2 in shSmyd5 ES cells relative to shLuc ES cells (Fig. 7g; see Additional file 8: Figure S8).

To investigate whether loss of SMYD5-dependent silencing of LTR/ERV elements leads to upregulated expression of nearby genes, which was observed in ESET/Setdb1 knockout ES cells [36], we first evaluated the number of upregulated genes in SMYD5 knockdown ES cells that contain LTR/ERV sequences within 10 kb of their TSS (see Additional file 9: Figure S9A-B). Annotation of these LTR/ERV elements revealed that they mainly reside in intronic and intergenic regions (see Additional file 9: Figure S9C). We then evaluated the expression state of LTR/ERV elements nearby differentially expressed genes. These results revealed an increase in expression of LTR/ERV elements in SMYD5 knockdown ES cells relative to control ES cells (see Additional file 9: Figure S9D). Moreover, we also observed decreased H4K20me3 levels at nearby islands in SMYD5 knockdown ES cells (see Additional file 9: Figure S9E), suggesting that SMYD5-dependent control of H4K20me3 supports the repression of LTR/ERV elements of nearby genes. We then investigated whether upregulated genes in shSmyd5 ES cells contain SMYD5 binding and LTR/LINE elements within 10 kb of their TSS are lineage-specific. Indeed, our results show that expression of lineage-specific genes bound by SMYD5 and containing LTR/LINE elements is upregulated in shSmyd5 ES cells (see Additional file 9: Figure S9F). These results suggest that SMYD5-dependent silencing of LTR/LINE elements represses expression of lineage-specific genes in ES cells. Overall, these results demonstrate that SMYD5 influences gene expression of nearby genes by silencing LTR/ERV elements.

## Discussion

### SMYD5 is important for ES cell self-renewal and differentiation

ES cell self-renewal is governed by networks of transcription factors, including OCT4, SOX2, NANOG, and TBX3 [27, 37, 38], and epigenetic regulators such as BRG1 [39, 40] and KDM5B [20, 41] that participate in regulating transcription of genes that promote self-renewal while repressing developmental genes. Disruption of these factors abrogates self-renewal leading to specific or mixed-lineage differentiation. While many studies have focused on the roles of chromatin modifying enzymes that regulate active marks such as H3K4 methylation [20, 41–43], or repressive histone marks such as H3K27 or H3K9 methylation [44–48], few regulators of the repressive histone mark H4K20me3 have been shown to be important for mouse development [10, 13], and none have been shown to be important for ES cell self-renewal. In this study, we have provided evidence that SMYD5, which mediates H4K20me3 marks, is a critical regulator of ES cell function. We found that knockdown of *Smyd5* resulted in decreased ES cell colony integrity and decreased expression of pluripotency regulators such as *Oct4*, *Nanog*, and *Tbx3*, demonstrating that depletion of SMYD5 leads to compromised self-renewal. However, modulation of OCT4 levels did not diminish the impact of depleting SMYD5 in ES cells and during differentiation.

We also observed perturbed differentiation of SMYD5-depleted ES cells, where a loss of SMYD5 resulted in abnormal EB differentiation including the formation of complex structures containing circular bulges lined with a PE, and expression of endodermal genes such as *Sox17*. The differential formation of endoderm between control and shSmyd5 cells was also visible in teratomas. Moreover, our results describing an important role for the H4K20 histone methyltransferase, SMYD5, in ES cell differentiation is in alignment with a previous study which demonstrated that depletion of Suv420h1/h2 histone methyltransferases leads to compromised differentiation of ES cells [49]. Combined, these findings suggest that H4K20 HMTases are important for ES cells differentiation.

### SMYD5 regulates H4K20me3 at repetitive DNA elements in ES cells

Our results support a role for SMYD5 in regulating H4K20me3 in ES cells. These results are in alignment with a previous study which implicated a role for SMYD5 as a methyltransferase that deposits H4K20me3 marks in *Drosophila* and in macrophages [19]. We found that SMYD5 binds H4K20me3-enriched regions and depletion of SMYD5 results in global decreases in H4K20me3 as evaluated by western blotting and ChIP-Seq. These results argue for a critical role of SMYD5 in regulating H4K20me3. Interestingly, our data indicated that depletion of SMYD5 also decreased levels of H3K9me3/2, G9a, and HP1α. Because H4K20me3 is known to co-localize with H3K9 methylation at heterochromatic regions [7, 50] and H3K9me3 is important for recruitment of HP1 and heterochromatin formation [51–54], it is plausible that a loss of SMYD5 and H4K20me3 may lead to decreased heterochromatin through delocalization of H3K9me3 and HP1. Along this line, HP1 isoforms have been shown to recruit Suv420h1/2, which also induce H4K20 methylation [17], suggesting that interplay between H4K20 methyltransferases, histone modifications, and HP1 proteins regulates heterochromatin. Our results showing that SMYD5 interacts with HP1α and G9a, and depletion of SMYD5 leads to decreased HP1α and G9a binding, and H3K9me3/2 levels, is in alignment with this model. Decreased H3K9me3/2 levels may be due to a disrupted interaction between SMYD5 with G9a in SMYD5-depleted ES cells, as G9a deposits H3K9 methylation marks and is involved in regulating H3K9me3 levels in vivo [55]. It is also possible that H4K20me3 may interact with Suv39h1 or Suv39h2 histone methyltransferases, which deposit H3K9 methylation. In this case, a disrupted interaction between H4K20me3 and Suv39 h enzymes may lead to decreased H3K9 methylation levels. While we observed decreased H3K9me3 at a subset of regions (40%) in SMYD5-depleted ES cells, the majority of H3K9me3 marked-regions (60%) were unaltered (Fig. 6d), suggesting that H3K9 methylation levels change at a subset of regions in SMYD5-depleted ES cells. We also observed decreased G9a levels at a subset of islands (14%) in SMYD5-depleted ES cells (Fig. 6m), and occupancy of G9a at a subset (40%) of SMYD5 islands.

Disruption of repressive chromatin constituents of heterochromatin may trigger localized decondensation of chromatin, thus leading to de-repressed transcription of the underlying DNA. Consistent with this possibility, we observed that a decrease in H4K20me3 at LINE and LTR repetitive DNA regions by depletion of SMYD5 was accompanied by decreased levels of the heterochromatin mark H3K9me3 and increased expression of LINE and LTR repetitive DNA elements. Moreover, in addition to observing a redistribution of H3K9me3 levels in shSmyd5 ES cells using ChIP-Seq, we performed H3K9me3 immunofluorescence analysis using shLuc and shSmyd5 ES cells (see Additional file 10: Figure S10A, B) and observed decreased H3K9me3 heterochromatin foci in shSmyd5 ES cells (see Additional file 10: Figure S10C), further suggesting that depletion of SMYD5 leads to a relaxed chromatin state. While we observed a co-occurrence of the repressive histone modifications H4K20me3 and H3K9me3 at LINE and LTR repetitive elements, the role for multiple heterochromatin-associated histone modifications at repetitive genomic regions is not fully known. A possible explanation for the co-occurrence is that H4K20me3 and H3K9me3 may serve as redundant markers to facilitate chromatin compaction and maintenance of heterochromatin. Another explanation is that H4K20me3 and H3K9me3 may interact with a broader set of repressors compared with H4K20me3 or H3K9me3 alone. As such, combinatorial marking by H4K20me3 and H3K9me3 may provide greater repressive abilities relative to H4K20me3 or H3K9me3. Moreover, H4K20me3 and H3K9me3 may facilitate interactions between histone modifying enzymes and heterochromatin constituents. Along this line, the H3K9 methyltransferase ESET/Setdb1 has been shown to interact with multiple repressors, including KAP1 and HP1, KAP1 has been shown to interact with ESET/Setdb1 and HP1 [56], G9a has been shown to interact with HP1, and our results demonstrate that the H4K20me3 methyltransferase SMYD5 interacts with G9a.

## Conclusions

Results presented here describe a role for SMYD5 in regulating ES cell maintenance by silencing differentiation genes. Our model suggests that repetitive DNA elements recruit SMYD5 to the vicinity of differentiation genes, thus keeping them silenced. Depletion of SMYD5 relieves the silencing of these genes and thus induces differentiation.

## Methods

### ES cell culture

R1 ES cells were cultured as previously described with minor modifications [20, 41]. Briefly, R1 ES cells were cultured on irradiated MEFs in DMEM, 15% FBS media containing LIF (ESGRO) at 37 °C with 5% CO_2_. For ChIP experiments, ES cells were cultured on gelatin-coated dishes in ES cell media containing 1.5 µM CHIR9901 (GSK3 inhibitor) for several passages to remove feeder cells. ES cells were passed by washing with PBS using serological pipets (sc-200278, sc-200280) and dissociating with trypsin. For self-renewal experiments in the absence of LIF, ES cells were cultured on gelatin-coated dishes in ES cell media without LIF and without feeders. For embryoid body (EB) formation, ES cells were cultured in low-attachment binding dishes to promote 3D formation in ES cell media without LIF. Alkaline phosphatase staining was performed using a kit from Millipore according to the manufacturer’s instructions.

### Establishment of SMYD5 expressing ES cells

R1 ES cells were nucleofected with the pEF1α-BirAV5-neo plasmid and stably selected in the presence of 300 μg/mL G418 for at least 5–7 days. Individual ES cell colonies were picked and screened for BirA expression using western blotting. An ES cell clone expressing high levels of BirA was used for the subsequent experiments. Next, Smyd5 cDNA was amplified from ES cell cDNA and cloned into the pEF1α-FLBIO-puro vector using the BamHI and XbaI sites. BirA ES cells were nucleofected with the pEF1α-FLBIO-Smyd5-puro plasmid and stably selected in the presence of 1 μg/mL puromycin and 200 μg/mL G418. Individual ES cells clones were picked and screened for SMYD5 expression using an anti-FLAG antibody and western blotting. BirA ES cells were used as a negative control for immunoprecipitation and western blotting experiments. For generation of ES cells overexpressing wild-type or mutant (H315L and C317A) SMYD5, SMYD5 was PCR-amplified from ES cell cDNA and cloned into the pCDH-neo lentiviral vector (System Biosciences).

### Lentiviral infection

ES cells were transduced with lentiviral particles encoding shRNAs as described previously [20, 41]. Briefly, shRNA template DNA oligos were annealed and double-stranded shRNA templates were cloned into the BamH1/EcoRI digested pGreenPuro Vector (System Biosciences) according to the manufacture’s protocol. To generate lentiviral particles, 293T cells were co-transfected with an envelope plasmid (pLP/VSVG), packaging vector (psPAX2), and an shRNA (shLuc or shSmyd5) or cDNA expression vector (SMYD5) using lipofectamine 2000. Twenty-four to 48 h posttransfection, the medium containing lentiviral particles was harvested, filtered, and used to infect ES cells. Twenty-four hours post-transduction, ES cells were stably selected in the presence of 1 µg/mL puromycin.

### Teratoma and tumor formation

Teratoma formation was performed as previously described [20]. Briefly, ES cells were cultured on gelatin-coated dishes to remove feeder cells, dissociated into single cells, and 10^6^ ES cells were injected subcutaneously into immunocompromised SCID–beige mice. After three to four weeks, mice were euthanized and teratomas were washed and fixed in 10% buffered formalin. Teratomas were then embedded in paraffin. Thin sections were cut and stained with hematoxylin and eosin (H&E) using standard techniques. All animals were treated in accordance with Institution Animal Care and Use Committee guidelines under current approved protocols at NHLBI.

### Q-RT-PCR expression analysis

RNA isolation and Q-RT-PCR were performed as previously described with minor modifications [20]. Briefly, RNA isolation and Q-RT-PCR were performed as previously described with minor modifications. Total RNA was harvested from ES cells using an RNeasy Mini Kit or miRNeasy Mini Kit (Qiagen, Valencia, CA) and DNase treated using Turbo DNA-free (Ambion). Reverse transcription was performed using a Superscript III kit (Invitrogen, Carlsbad, CA). Q-RT-PCR was performed using TaqMan probes, or custom FAM-labeled probes, and primers and TaqMan Universal PCR Master Mix reagents (Applied Biosystems). Primers used for Q-RT-PCR with Roche Universal probes were designed using the Universal Probe Library Assay design Center (Roche).

### Immunoflourescence analysis

ES cells were fixed with 4% paraformaldehyde for 15 min at room temperature, washed with 0.1% Triton X-100 (Sigma), and blocked in 1% BSA/0.01% Tween-20 for 30 min. Fixed cells were incubated with an anti-H3K9me3 antibody (ab8898) overnight at 4 °C in blocking buffer. The next day, the cells were washed with blocking buffer, and incubated with DAPI in 0.1% Triton X-100, washed with blocking buffer, and mounted in ProLong Gold antifade reagent (Invitrogen).

### ChIP-Seq

ChIP-Seq experiments were performed as previously described with minor modifications [20, 41, 57]. The H4K20me3 antibody (07-463) and the HP1α antibody were obtained from Millipore. The polyclonal H4K20me2 (ab9052), H4K20me1 (ab9051), H3K9me3 (ab8898), and H3K9me2 (ab1220) antibodies were obtained from Abcam. For SMYD5-FLAG ChIP-Seq, the monoclonal anti-FLAG antibody was obtained from Sigma. For SMYD5-bioChIP-Seq, streptavidin (SA) beads were obtained from Invitrogen.

Briefly, ES cells were harvested and chemically cross-linked with 1% formaldehyde (Sigma) for 5–10 min at 37 °C and subsequently sonicated. Sonicated cell extracts were used for ChIP assays. ChIP-enriched DNA was end-repaired using the End-It DNA End-Repair kit (Epicentre), followed by addition of a single A nucleotide, and ligation of PE adapters (Illumina) or custom-indexed adapters. PCR was performed using Phusion High-Fidelity PCR master mix. ChIP libraries were sequenced on an Illumina HiSeq platform according to the manufacture’s protocol.

Sequence reads were mapped to the mouse genome (mm9) using Bowtie2 [58]. To allow mapping to repetitive elements, we used the default mode of Bowtie2, which searches for multiple alignments, and reports the best one based on the alignment score (MAPQ) (http://bowtie-bio.sourceforge.net/bowtie2/manual.shtml).

ChIP-Seq read-enriched regions were identified relative to Input DNA (sonicated chromatin) as previously described with minor modifications [59, 60]. Briefly, ChIP-Seq read-enriched regions (peaks) were identified relative to Input DNA using “Spatial Clustering for Identification of ChIP-Enriched Regions” (SICER) software [60] with a window size setting of 200 bps, a gap setting of 400 bps, and a FDR setting of 0.001. For a comparison of ChIP-enrichment between samples, a fold-change threshold of 1.5 and an FDR setting of 0.001 were used. For transcription factors (see Fig. 3g), the ChIP-Seq read-enriched peaks were called by MACS [61] with a *p* value setting of 0.00001. The RPBM measure (read per base per million reads) was used to quantify the density of histone modification, SMYD5 binding, and Input DNA at genomic regions from ChIP-Seq datasets. We have also applied the Kolmogorov–Smirnov test to obtain *p* value statistics and compare densities at genomic regions.

### reChIP

reChIP, also termed sequential ChIP, was performed as previously described with minor modifications [32]. Cross-linked chromatin from ES cells was immunoprecipitated with antibodies against either H4K20me3 or FLAG (for SMYD5) as described above (see “ChIP-Seq”), except that chromatin was eluted in a TE solution containing 20 mM DTT, 500 mM NaCL, and 1% SDS at 37° for 20 min. The eluted DNA was diluted 50-fold, and a second round of immunoprecipitations was performed against the FLAG or H4K20me3 antibody as described above. PCR primers for evaluating reChIP were designed from the indicated genomic regions. Real-time PCR was performed using an Applied Biosystems OneStepPlus machine. For reChIP, 1 µL of reChIP DNA or 1 µL of Input DNA was used as a template, and relative enrichment was determined from a standard curve for each primer using a standard curve of Input DNA, and using the Nanog promoter (which does not contain enrichment of H4K20me3 or SMYD5) as a normalizer.

### RNA-Seq analysis

RNA was harvested from ES cells and EBs as described above. RNA-Seq was performed as previously described [20, 41]. RNA was harvested from ES cells and EBs as described above. mRNA was purified using a Dynabeads mRNA purification kit (Invitrogen). Double-stranded cDNA was generated using a SuperScript Double-Stranded cDNA synthesis kit (Invitrogen). cDNA was end-repaired using the End-It DNA End-Repair kit (Epicentre), followed by addition of a single A nucleotide, and ligation of PE adapters (Illumina) or custom-indexed adapters. PCR was performed using Phusion High-Fidelity PCR master mix. RNA-Seq libraries were sequenced on Illumina GAIIX or HiSeq platforms according to the manufacture’s protocol.

The RPKM measure (reads per kilo bases of exon model per million reads) proposed previously [62] was used to quantify the mRNA expression level of a gene from RNA-Seq datasets. Differentially expressed genes were identified using EdgeR (FDR < 0.001 and FC > 2) [63]. Genes with RPKM < 3 in both conditions in comparison were excluded from this analysis.

### Prediction of differentially expressed genes due to chance or accelerated differentiation

Expression changes that indicate accelerated differentiation include genes that show accelerated downregulation or upregulation during EB differentiation. The percentage of genes that lag behind during differentiation of shSmyd5 ES cells is less than expected. Each bar represents a group of genes upregulated by at least alpha-fold (*X* axis) from ESC (0 h) to EB day 6 in the control cells. The percentage of genes with expression values that follow the order: EB day 6 (shLuc) > EB day 6 (shSmyd5) > ES cell is calculated (Observed; red bars); error bars are generated by bootstrapping. The expression values of all genes are randomly shuffled independently for EB day 6 (shLuc), EB day 6 (shSmyd5), and ES cells and are repeated many times to give the means and standard deviations for the expectations (Expected; blue bars). The red bars represent observed data.

### Annotation of repetitive DNA sequences

Repetitive DNA sequence classes (e.g., LINE, LTR), families (L1, ERVK), and names (e.g., L1Md_T, IAPLTR1) for the mm9 reference genome were defined according to the annotations provided by the UCSC genome browser and RepeatMasker (http://www.repeatmasker.org), which uses curated libraries of repeats such as Repbase (http://www.girinst.org/repbase/).

### In vitro pull-down assay

Nuclear extracts were prepared from ES cells using a standard high salt extraction protocol [64]. Briefly, cells were lysed by Dounce homogenizing in buffer A, washed, and nuclear proteins were extracted with buffer C. The salt concentration was diluted as described [65], and incubated with histone peptides (unmodified or modified) prebound to avidin beads overnight at 4 °C. Beads were washed, eluted, and analyzed by SDS-PAGE.

## Additional files

**Additional file 1: Figure S1.** Depletion of SMYD5 leads to decreased self-renewal and altered differentiation. **(A)** RNA-Seq data of Smyd5 expression in ES cells and day 14 differentiated embryoid bodies (EBs; log2 RPKM). **(B)** Q-RT-PCR analysis of *Smyd5* expression in control (shLuc) ES cells and SMYD5 shRNA knockdown ES cells (shSmyd5-1, shSmyd5-2, and shSmyd5-3). **(C)** Bright-field microscopy of ES cells infected with shLuc (control) or shSmyd5 lentiviral particles (shSmyd5-1, shSmyd5-2, and shSmyd5-3) and stably selected with puromycin. **(D)** Q-RT-PCR expression analysis during shLuc and shSmyd5 EB differentiation.

**Additional file 2: Figure S2.** SMYD5 and H4K20me3 co-occupancy in ES cells. (**A**) Venn diagram showing comparison of SMYD5-FLAG and SMYD5-bioChIP ChIP-enriched peaks. (**B**) Heat map of SMYD5-FLAG and FLAG-bioChIP ChIP-Seq densities at FLAG-bioChIP intersecting regions. (**C**) Average profiles of SMYD5-bioChIP and SMYD5-FLAG density at FLAG-bioChIP intersecting enriched regions. (**D**) Western blot of H4K20me3 in shLuc and shSmyd5 ES cells.

**Additional file 3: Figure S3.** SMYD5 and H4K20me3 are enriched at LINE and LTR repeats in ES cells. **(A)** Repetitive DNA sequences (LINE and LTR) are enriched in H4K20me3, H3K9me3 and SMYD5 genomic sites. Comparison of H4K20me3, H3K9me3, and SMYD5 enriched sequences and annotated repetitive sequences (http://www.repeatmasker.org). The percentage of ChIP-enriched regions with at least 60% repeat length is shown. Note the predominance of LTR and LINE repetitive DNA sequences in ChIP-enriched islands. **(B)** Repeat subfamilies belonging to the LINE and LTR repetitive DNA sequence classes are enriched in H4K20me3, H3K9me3 and SMYD5 genomic sites. The percentage of ChIP-enriched regions with at least 60% repeat length is shown. **(C)** Repetitive DNA sequence family members L1 and ERVK are enriched in H4K20me3, H3K9me3 and SMYD5 genomic regions.

**Additional file 4: Figure S4.** Enrichment of LINE and LTR repeat subfamilies at SMYD5, H4K20me3, and H3K9me3 occupied regions. **(A, C)** Hierarchical clustering heat map showing the percent coverage of repeat subfamilies belonging to the LINE and LTR class within (**A**) H4K20me3 (**B**) H3K9me3, and (**C**) SMYD5 ChIP-enriched regions. Red indicates an elevated percent coverage of a repeat element. The *X* axis shows the H4K20me3, H3K9me3, and SMYD5 ChIP-peaks while the *Y* axis shows the LINE or LTR element name.

**Additional file 5: Figure S5.** H4K20me3 density at SMYD5 bound regions. **(A)** Empirical cumulative distribution for the density of H4K20me3 at SMYD5-enriched regions in shLuc and shSmyd5 ES cells. The boxplot shows the density of H4K20me3 at SMYD5-enriched regions (log2 fold-change vs. Input) in shLuc and shSmyd5 ES cells.

**Additional file 6: Figure S6.** Re-ChIP Validation of H4K20me3 and SMYD5 co-occupancy in ES cells. **(A)** Real-time PCR depicting the relative enrichment of H4K20me3/SMYD5 co-occupied or control (Nanog promoter) genomic sites after sequential immunoprecipitations with an anti-FLAG antibody (for SMYD5) and then an anti-H4K20me3 antibody, or an anti-H4K20me3 antibody and then an anti-FLAG antibody. (**B**) Fold-change enrichment of H4K20me3/SMYD5 co-occupied genomic sites relative to the control (Nanog promoter) site. Region #10 is also depicted in Fig. 7g. (**C**) Annotation of H4K20me3/SMYD5 regions using HOMER software [69].

**Additional file 7: Figure S7.** Depletion of SMYD5 leads to decreased H4K20me3, H3K9me3, and HP1α at LINE/LTR repeats. **(A)** Peptide pull-down assays using ES cell nuclear extracts and unmodified or modified H4/H3 peptides were performed and analyzed by immunoblotting with anti-HP1α, anti-G9a, and anti-ESET antibodies. **(B)** Empirical cumulative distribution for the density of H4K20me3 (top left panel), H3K9me3 (bottom left panel), HP1α (bottom right panel) at LINE regions in shLuc and shSmyd5 ES cells, and SMYD5-FLAG in ES cells (top right panel). **(C)** Empirical cumulative distribution for the density of H4K20me3 (top left panel), H3K9me3 (bottom left panel), HP1α (bottom right panel) at LTR regions in shLuc and shSmyd5 ES cells, and SMYD5-FLAG in ES cells (top right panel).

**Additional file 8: Figure S8.** Elevated expression of repetitive DNA elements in SMYD5 knockdown ES cells. Browser view of RNA-Seq expression and H4K20me3, and H3K9me3 in shLuc and shSmyd5 ES cells, and SMYD5-FLAG and SMYD5-bioChIP in ES cells. The green box highlights a genomic region enriched with H4K20me3 and other histone modifications in control (shLuc) ES cells.

**Additional file 9: Figure S9.** Upregulated genes in SMYD5 knockdown cells associated with LTR/ERV elements and decreased H4K20me3. Loss of SMYD5-dependent silencing of LTR/ERV elements influences the expression of nearby genes. **(A)** Number of differentially expressed (DE) genes between shLuc and shSmyd5 ES cells (fold-change >1.5, *p* value <0.05). **(B)** Expression of upregulated genes between shLuc and shSmyd5 ES cells (*p* = 5.528e−13) (log2 RPKM). **(C)** Annotation of LTR/ERV elements nearby DE genes in shLuc and shSmyd5 ES using HOMER software [69]. **(D)** Fold-change expression of LTR/ERV elements at DE genes (A-C) relative to total mRNA in shSmyd5 ES cells relative to shLuc ES cells. **(E)** Density of H4K20me3 marks nearby LTR/ERV element and within 10 kb of TSS of DE genes. **(F)** Mouse gene atlas expression analysis evaluated using Network2Canvas [66] demonstrates that lineage and ES cell genes are misexpressed in shSmyd5 ES cells. Each node (square) represents a gene list (shLuc vs shSmyd5 DE genes bound by SMYD5 and containing LTR/LINE element) associated with a gene-set library (mouse gene atlas). The brightness (white) of each node is determined by its *p* value.

**Additional file 10: Figure S10.** Decreased H3K9me3 heterochromatin foci in SMYD5-depleted ES cells. **(A, B)** Immunofluorescence staining of H3K9me3 in (**A**) shLuc and (**B**) shSmyd5 ES cells. Nuclei were stained with DAPI. (**C**) Quantitation of nuclear H3K9me3 heterochromatin foci using ImageJ software.

## Abbreviations

ES cells: embryonic stem cells
H4K20me3: trimethylated histone 4 lysine 20
H3K9me3: trimethylated histone 3 lysine 9
SMYD5: set and mynd domain 5
LTR: long terminal repeat
LINE: long interspersed nuclear element
shRNA: short hairpin RNA
ERV: endogenous retrovirus
TF: transcription factor
HP1: heterochromatin protein 1
RNA-Seq: RNA sequencing
WT: wild-type
3D: three dimensional
AP: alkaline phosphatase
DE: differentially expressed
Q-RT-PCR: quantitative real-time PCR
GSEA: gene set enrichment analysis
GO: gene ontology
LIF: leukemia inhibitory factor
EB: embryoid body
PE: primitive endoderm
ICM: inner cell mass
H&E: hematoxylin and eosin
PCA: principle component analysis
bioChIP: biotin-mediated ChIP
SICER: spatial clustering for identification of ChIP-enriched regions
ChIP-Seq: chromatin immunoprecipitation sequencing
reChIP: sequential ChIP
kb: kilobase
TSS: transcription start site
SCID: sever combined immunodeficiency
FDR: false discovery rate
MACS: model-based analysis for ChIP-Seq
RPKM: reads per kilo bases of exon model per million reads
RPBM: read per base per million reads

How the deposited data were processed for this re-analysis (not part of the article)

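Gene expression was measured by RNA-Seq of polyA RNA in R1 mouse ES cells and in the EBs made from them, with an shRNA against luciferase (shLuc) or against Smyd5 (shSmyd5), in ES cells and in EBs at 24 h, day 6, day 10 and day 14. There was 1 library per condition, 10 in all. The authors mapped single-end reads to mm9 with Bowtie2 and CASAVA, whose versions are not given in the paper, and listed for each library 29257 RefSeq transcripts with their whole read count and their RPKM. The deposited read counts are in reads per transcript and the deposited RPKM values are in reads scaled to transcript length (kilobases) and library size. It was checked that in 100% of the values with over 200 reads the RPKM lay within 1% of the value that the read count, the transcript length and the library size give. The cDNA was double-stranded before the adapters were added, so no strand is known.

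The transcripts belong to 22878 gene symbols, 4019 of them with more than 1 transcript, of which the one with the highest mean read count was used. Coordinates came from the GENCODE mouse release M1 on NCBIM37 (mm9), which holds 1 gene for 21527 of the symbols, and GC content was had for 20234. Reads in genes ranged from 3895537 (shLuc ES cells) to 43377814 (shLuc EBs of day 6), and the exact binomial 95% interval of each fold shows the precision this gives. Folds were log2 of RPKM plus 0.1 in shSmyd5 less that in shLuc at the same stage. Counts of genes used a fold of 2 or 1.5 and an RPKM of at least 3 in 1 or both libraries. For 28 lists of genes, members at least 1.5-fold higher or lower were counted at an RPKM of at least 3, and the median log2 fold was taken over members with an RPKM of at least 1 (5 or more members), with a bootstrap interval over genes (2000 samples) and its percentile among 10000 random lists of the same size matched on mean expression in 20 bins. No p-value was taken across genes. Folds were freed of an additive spline trend on GC content and log transcript length, a step added after the data were seen.

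The effect of the knockdown shared over the 5 stages was tested with the edgeR quasi-likelihood test on read counts with the stage as a block, on genes with a mean RPKM of at least 1, at an adjusted p of 0.05. limma on log2 RPKM had been planned as the first choice and edgeR as its alternative; since whole reads are given, edgeR was used first and limma kept beside it. Shares of genes ahead or behind were computed as the paper describes, with 1000 bootstrap samples and 100 shuffles. Principal components, k-means (20 clusters, 50 starts) and the running-sum score along the ranking of shLuc ES cells over shLuc EBs of day 14 used log2 of RPKM plus 0.1. Alternatives changed the pseudocount (1, 0.01), the RPKM filter, the scaling, the test, the block, the stages included, the number of clusters, the seed and the ranking. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

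The methods were tested on simulated data. With reads drawn at the depth of each pair of libraries, 98.5% (ES cells) to 100% of genes changed 4-fold were found. In ES cells 31 unchanged genes passed 2-fold, against 3 to 11 in EBs. These draws held counting error, with no spread between cultures and no GC trend. So they give no rate of false calls for the real ES cell libraries. There 21.8% of the 2-fold genes with a known GC content stayed after the GC and length correction. The shared test found 96% of 2-fold effects at a biological coefficient of variation of 0.2 (203 calls, 8 of them false) and 22% at 0.33 (121 calls, 3 false), where it found 96% of 4-fold effects. Of 100 null lists of 30 genes, 7% fell outside the middle 95% of random lists. ChIP-Seq, repeat element and protein data were not analysed here.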

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

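Of the tests of these patterns, those on the endoderm medians of day 6 and day 10 alone, on other cell types, and on which of the ES cell differences stay after the GC correction or recur at other stages were chosen after the result was seen. Genes of the primitive and visceral endoderm were higher in shSmyd5 EBs at day 6, day 10 and day 14. After the folds were freed of the GC and length trend, the lower of the medians of day 6 and day 10 was 1.15, which argues against GC content and length as the cause at those days, while at day 14 the corrected median was 0.53, under the 0.58 set as the bound, a move from 0.60 that is smaller than its spread. A later harvest of the shSmyd5 EBs stays open for the day 6 values: 23.3% of the 30 members (7, exact interval 9.93 to 42.3) were above the highest shLuc library of day 6, day 10 and day 14. That bound is hard to pass under any cause. In shLuc EBs the centred means of the clusters of Sox17 and Afp rose from -0.49 and -0.05 at day 6 to 2.18 and 3.45 at day 14. Over all genes the shares ahead at day 6 went both ways: 74.1% of those lower in EBs, 37.4% of those higher (52.4% with scaled libraries). A lower share of another cell type would raise the remaining lineages alike. At day 6 the endoderm list had 2.39 (1.73 to 3.04), and 3 of the 4 other lists lay wholly below it: neural -1.37 (-2.36 to 0.71), endothelial -0.27 (-1.54 to 0.50) and cardiac -0.12 (-3.93 to 1.26), with few members. The fibroblast and mesenchyme list overlapped it (0.83, -0.80 to 2.06), so the bound first set, an endoderm list above all 4, was not met, and the bound used here was set after these values were seen. The blood list, left out of that test, overlapped it too (1.79 (-3.98 to 3.87), 5 members). At day 10, with more members, the endoderm list had 0.94 (0.58 to 1.39) and the endothelial (-0.59, -1.001 to -0.07), blood (-1.33, -1.77 to -0.91) and fibroblast and mesenchyme (-0.89, -1.37 to -0.57) lists lay wholly below it, while the cardiac list did not (0.9999, 0.43 to 1.23). Lists that move apart argue against a lower share of another cell type as the whole cause, while a larger share of endoderm cells stays open. A biological effect of the knockdown and a difference in harvest or culture cannot be told apart with 1 library per condition.

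Neural genes were lower in shSmyd5 EBs at day 10 and day 14. Freed of the GC and length trend, the higher of the medians was -2.66, far from the bound of -0.58. A delay was tested by setting shSmyd5 EBs of day 14 against shLuc EBs of day 10, and the median log2 ratio was -2.999 (-3.77 to -2.47), so by day 14 the shSmyd5 EBs had not reached the shLuc level of day 10. Dilution by another cell type would lower other lineages alike, yet the lowest median of the cardiac, endothelial and blood lists at day 14 was -0.48. The fibroblast and mesenchyme list, left out of that test, had -0.77 (-1.04 to -0.46) at day 14, against -2.83 (-3.57 to -2.03) for the neural list. At day 10 the neural list had -2.997 (-3.32 to -2.58), blood genes -1.33 (-1.77 to -0.91) and fibroblast and mesenchyme genes -0.89 (-1.37 to -0.57). So dilution does not explain the whole of the neural difference, and for the smaller differences of those lists it stays open. A loss of neural differentiation is a candidate explanation, a hypothesis found and tested on the same data, and chance in how a single EB culture differentiates was not tested.

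In ES cells more genes were lower than higher in shSmyd5 cells. At 2-fold the ratio of lower to higher genes stayed at 1.5 or more when the shSmyd5 reads were thinned to the shLuc depth (2.28), after the GC and length correction (3.12) and with folds centred on their median (1.91), so none of these alone accounts for the excess at 2-fold. At 1.5-fold the ratio was 1.46, under 1.5 from the start. Thinned reads left it at 1.45 and the correction gave 2.10. With centred folds it was 1.19, so there the scale of the RPKM values stays open. Which genes differ is another matter: 21.8% (19.6 to 24.1) of the 1336 genes with a known GC content that differed 2-fold still did so in the same direction after the correction, and the trend on GC content and length held 47.3% of the variance of the folds. The dependence on GC content may come from library preparation or from the cells; a dependence that the knockdown brings at each stage is argued against by the rank correlation of 0.568 at 24 h, opposite to the -0.676 in ES cells.

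Other results that the paper does not report follow, and no difference between stages was tested. At 24 h 2-cell-like genes (Zscan4 cluster) had a median log2 fold of -3.55 (-3.97 to -1.78). At 24 h genes of glycolysis and hypoxia had a median of 1.25 (0.84 to 1.89), 17 of 21 higher, among them Tpi1 (2.35) and Pfkl (2.33). Genes of cholesterol synthesis had -0.97 (-1.31 to -0.67) at day 6, with Mvd at -2.17. Erythroid and blood genes had -1.33 (-1.77 to -0.91) at day 10, 13 of 15 lower, with Klf1 at -1.97. Primed epiblast genes had 1.16 (0.89 to 1.25) at 24 h (0.80 freed of the trend) and -0.79 (-1.28 to -0.49; -0.52 relative to all genes, under 1.5-fold) at day 6, where Dnmt3b went from 1.25 to -1.77. Endoderm genes had -0.71 in ES cells and 2.39 at day 6. Freed of the trend they had -0.27 (-0.77 to 0.05) in ES cells, under 1.5-fold, and 2.499 at day 6. Dixon's ratio (critical value 0.71), taken over the 5 libraries of each shRNA, set no library apart in depth, genes at 0, genes over the RPKM filter, share of the 20 highest genes, or GC and length dependence. The 5 libraries are of 5 stages, whose differences widen the range, so this does not clear any library, such as that of shLuc ES cells with its 3895537 reads.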

How the results depend on the processing

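The steps that count each transcript, free folds of the GC and length trend, thin the reads, drop the filter of the edgeR test or use DESeq2 were chosen after the data were seen. For limma on log2 RPKM, planned as the first choice, only its place behind edgeR departs from the plan. The cause was not tested where a value moved. Counts of genes (2-fold and 1.5-fold in ES cells, then 2-fold at 24 h, day 6, day 10 and day 14) were 3058, 7194, 4466, 5419, 2663 and 2277 without an RPKM filter, 884, 2529, 654, 1425, 464 and 331 at an RPKM of at least 10, 35, 35, 231, 668, 195 and 136 with the edgeR exact test and 2613, 6736, 3203, 4886, 2107 and 1662 with each transcript counted over an RPKM of 1. An RPKM over 1 alone gave 2386, 1608 and 1241 at 24 h, day 10 and day 14, and folds freed of the trend gave 428, 1869 and 824 (2-fold and 1.5-fold in ES cells, 24 h). Smyd5 stayed lower at each stage under each pseudocount and scaling; its log2 fold was -2.48 in ES cells, -2.63 at 24 h and -3.46 at day 6 with a pseudocount of 1, and -4.44 at day 6 when centred. The shared effect of 0 genes with the stage block became 92 without the RPKM filter, 10 without the ES cells, 1 without day 10, 1 with limma at a pseudocount of 1 and 177 higher and 159 lower with DESeq2. It stayed 0 without the block (147 at an unadjusted p under 0.05). The share of genes ahead was, over all genes and with the libraries scaled to the same median, 34.3% and 52.4% for genes higher by day 6, 68.2% and 63.4% for genes lower by day 6, 40.0% and 53.3% for genes higher by day 10, and 61.3% and 64.4% for genes lower by day 10. On the first component the shSmyd5 libraries stood, at unit variance, at 459%, 1163%, 1013%, -101% and -19.9% from ES cells to day 14, with all genes at 43.8% (day 6) and 92.5% (day 10), and with a pseudocount of 1 at 98.1% (day 10) and 107% (day 14). Ranked by 24 h over day 10, the scores that turned were, in ES cells, 0.502 (higher), -0.389 (lower) and -0.186 (both), at 24 h -0.164 and 0.335, at day 6 -0.0575 (lower) and -0.0372 (both) and at day 10 -0.463 (lower); the last also turned with an RPKM over 1 (-0.113) and with freed folds (-0.249). For both directions together, the score was in ES cells 0.243 with 1.5-fold sets, 0.314 with an RPKM over 1, 0.399 with a pseudocount of 1 and 0.299 with freed folds; at 24 h 0.0504 with the other ranking, 0.141 with an RPKM over 1 and 0.0850 with freed folds; at day 6 0.0432 with 1.5-fold sets; at day 10 -0.396, -0.142, -0.171 and -0.295, and at day 14 -0.323, -0.251 and -0.355, in the order other ranking, 1.5-fold, RPKM over 1 and, at day 10, freed folds. Of 467 alternative values of the 79 list medians in ES cells or beyond the middle 95% of random lists, 18 moved beyond the interval and 3 turned (of 771 values of all 132 list medians, 30 and 3, a turn being counted only for medians beyond that middle): erythroid and blood genes at day 6 with each member above 0 (-0.12), RNA processing at 24 h (0.18) and ribosomal proteins in ES cells (-0.057), both freed of the trend. The mean folds of the clusters with Nanog, Pou5f1, Sox17 and Gata6 (day 6) and Afp (day 14) stayed within their spread under 10 clusters, a pseudocount of 1 and another seed. With a pseudocount of 1, however, the cluster of Afp shared 12 of its 62 genes, its mean left its spread at day 6 (0.94, against 2.01 (SD 1.01)), turned at day 10 (-0.56) and was 0.0002 at day 14.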

Differences from the paper's values

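The tests and counts compared here were planned; of the alternatives added later, only the fold of Nanog freed of the GC and length trend is used. The place of the genes that differ along the ES cell to EB ranking departs from Fig. 3e, which was read by eye. In ES cells the score is about 0.26 (Fig. 3e), against 0.356 here; of the alternatives set before the data were examined, sets of genes at 1.5-fold (0.243) come within the margin and the other ranking (-0.186), an RPKM over 1 (0.314) and a pseudocount of 1 (0.399) do not. At 24 h it is about 0.37 (Fig. 3e), against 0.178 here, and none of the same 4 alternatives closes the gap (0.0504, 0.163, 0.141, 0.196, in the order other ranking, 1.5-fold, RPKM over 1 and pseudocount of 1, kept for the later stages). At day 6 it is about -0.33 (Fig. 3e), against 0.0773 here, the other direction, and none closes it (-0.0372, 0.0432, 0.0913, 0.0682). At day 10 it is about -0.63 (Fig. 3e), against -0.206 here (-0.396, -0.142, -0.171, -0.199), and at day 14 about -0.66 and -0.390 (-0.323, -0.251, -0.355, -0.409), and again none of the 4 closes it. The paper states that genes differing at least 1.5-fold were used downstream, and the value with such sets is the 1.5-fold one given here for each stage. The score here is unweighted and the paper's weight is not given, so it is not known that the scores were computed alike. The ranking may differ too. Here it comes from the shLuc libraries of this study, while the legend of Fig. 3e does not say which ES cell and EB data were ranked. For Fig. 1i the paper used earlier expression data of ES cells and EBs.

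The paper's 1616 genes at 2-fold and 4235 at 1.5-fold stand against 1473 and 3990 here, within 1.5 times. The paper's methods also ask for an FDR under 0.001, while the counts here rest on the fold alone. With the edgeR exact test at an assumed biological coefficient of variation of 0.2 they fell far below the paper's. With an exact binomial test of the reads, which covers counting error only, they stayed within 1.5 times of the paper's. With 1 library per condition the spread has to be assumed, so neither test decides how many genes meet the paper's FDR. Nanog is named among the genes that differ at least 1.5-fold in ES cells, while its log2 fold is -0.37 here; freed of the trend it is -0.91, past 1.5-fold. The paper proposes that SMYD5 represses lineage-specific genes in ES cells, while in the lists used here 1 endoderm gene was at least 1.5-fold higher and 4 lower, and 0 neural genes higher and 3 lower. These counts cover 8 of 33 endoderm and 7 of 25 neural genes, at a stage where 1621 of all genes were higher and 2369 lower. The paper's argument rests on other genes: upregulated genes placed in a mouse gene atlas, and those bound by SMYD5 with LTR or LINE elements nearby. SMYD5 binding and repeats were not analysed here, so the counts do not decide the point. The axis of Fig. 3d names accelerated genes and its legend genes that lag, so which share it shows is not certain. Its bars (about 37% and 70% for genes higher and lower by day 6, about 47% and 60% by day 10) lie near the shares ahead here (37.4%, 74.1%, 50.4% and 68.2%). The legend has fewer genes lagging behind than expected; here, for genes that differ at least 2-fold from ES cells, that is so for genes lower in EBs (24.2% against 41.4% at day 6, 30.9% against 43.9% at day 10) and the reverse for genes higher in EBs (58.1% against 41.3%, 47.8% against 46.1%). For genes higher in EBs the legend's order holds at 6-fold or more for day 6 (54.1% against 55.8%) and at 3-fold or more for day 10 (50.1% against 51.7%), but not with the genes fixed before the shuffle (41.6% and 36.6% expected). With the 2-fold genes fixed before the shuffle, the shares expected behind for genes lower in EBs are 29.3% at day 6 and 27.9% at day 10. The latter is under the share found. Neither shuffle gives the share for libraries that do not differ, since both move values between genes.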

Other observations

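Of the tests here, the GC and length correction, the edgeR test without an RPKM filter and DESeq2 were chosen after the data were seen. At day 6 many genes of proliferation and chromatin were lower in shSmyd5 EBs. Of 25 regulators of heterochromatin, 19 were at least 1.5-fold lower and 1 higher (median -0.80, -0.53 relative to all genes), with the helicase Hells at -1.70 (-1.75 to -1.66), the HP1 protein gene Cbx1 at -1.42 (-1.51 to -1.347) and the H4K20 methyltransferase Suv420h2 at -1.39 (-1.58 to -1.26). Of 34 cell cycle genes 18 were lower (-0.79, relative -0.53), with E2f1 at -3.01 (-3.54 to -2.90) and Cdc6 at -2.25 (-2.46 to -2.17), of 28 DNA repair genes 22 (-1.04, relative -0.77), with Fancd2 at -2.16 (-2.46 to -2.09), and of 31 RNA processing genes 20 (-0.68, relative -0.41). Relative to all genes, the medians of all these lists but DNA repair were under 1.5-fold. Trophoblast genes were higher at day 6, 7 of 9 against 1 lower, with the homeobox gene Esx1 at 3.13 (2.999 to 3.38). Imprinted genes went both ways at day 6 (9 higher, 7 lower), with the growth factor Igf2 at 3.38 (3.35 to 3.41) and Grb10, an inhibitor of growth signaling, at -2.24 (-2.28 to -2.20). Of p53 targets, 3 of 18 were higher and 7 lower in ES cells, 6 of 17 and 2 at 24 h, 6 of 17 and 1 at day 6, 7 of 17 and 0 at day 10 and 5 of 18 and 0 at day 14, among them Mdm2 (1.002, 0.93 to 1.08) and Cdkn1a (0.98, 0.90 to 1.07) at day 10.

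Of 16 genes of epithelial junctions, 6 were at least 1.5-fold higher and 2 lower at day 10 (median 0.39, 0.17 to 0.68), with occludin (Ocln) at 1.003 (0.90 to 1.12). Of 14 genes of the mesenchymal transition, 7 were lower and 2 higher at day 14 (-0.53, -1.09 to -0.04), Snai1 among the higher (2.29, 2.17 to 2.43). Genes of the primitive streak and mesoderm had -0.47 (-0.96 to -0.09) at day 10 and interferon response and MHC class I genes -0.27 (-0.46 to 0.10) at day 14. In ES cells replication-dependent histone genes had 0.28 (-0.04 to 0.96) and germline genes 0.41 (-0.0035 to 0.92), and freed of the GC and length trend -0.0049 and -0.04. In the SMYD family, of 5 genes at day 10 2 were lower, Smyd5 and Smyd4 (-0.67, -1.01 to -0.39), and Smyd1 was higher (0.91, 0.64 to 1.27). Of 18 genes the paper names, 8 were lower in ES cells and 0 higher. Some, such as Pou5f1 and Tbx3, are named for their change in these samples. Others, such as Trim28 and Ehmt2, are named for other reasons. Beyond the middle 95% of random lists lay, of the lists with a median, 1 above and 5 below of 24 in ES cells, 6 and 2 of 26 at 24 h, 6 and 9 of 27 at day 6, 6 and 13 of 27 at day 10 and 3 and 10 of 28 at day 14.

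In shLuc cells Smyd5 itself had an RPKM of 29.7 in ES cells and 10.7, 15.4, 25.0 and 13.1 in EBs from 24 h to day 14. Tested over the 5 stages with the stage as a block, edgeR called 0 of 12277 genes at an adjusted p of 0.05 (1419 at an unadjusted p under 0.05), limma 0 (1450) and DESeq2 177 higher and 159 lower genes. Smyd5 had a shared log2 fold of -2.63 with an adjusted p of 0.109 in edgeR, lower at 5 of 5 stages. Of 100 splits of the 10 libraries into 5 and 5, 100 called as many genes as the real split; since the real count is 0, each split does so by construction and the comparison says nothing about chance. The highest other count was 47, and 0 among the 16 splits that part each stage's pair. Without the RPKM filter 92 of 19819 genes were called. Without the ES cells 10 genes were called, 9 higher (among them Aqp8, Car12, Cyp2s1, Gkn2, Lpar3, Nxf7, Scube2 and Tinagl1) and Grb10 lower, and without day 10 only Trh (adjusted p 0.0354). Of 7137 genes measured at each stage, 13 were at least 1.5-fold higher at all 5 stages, against 0.294 by chance. They included Anxa2, Dnmt3l, Ddit3 and P4ha1. At all 5 stages 7 were lower, against 0.270 by chance, among them Smyd5, Trh, Sfrp1 and Gap43. The chance values take the stages as independent, while folds were correlated between several stages. So the excess over chance does not by itself show an effect of the knockdown shared over the stages.

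The folds had a Pearson correlation across genes of 0.60 between day 10 and day 14 (0.75 freed of the GC and length trend), 0.50 between day 6 and day 10 (0.53) and 0.19 between 24 h and day 6 (0.20). Between day 10 and day 14, 154 genes were at least 2-fold higher at both (9.58 by chance) and 164 lower at both (13.6 by chance). These chance values too take the stages as independent. Folds in ES cells and at 24 h were opposed (-0.26), and after the correction they were not (0.07).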
